# Gene Expression Patterns during Light and Dark Infection of *Prochlorococcus* by Cyanophage

**DOI:** 10.1371/journal.pone.0165375

**Published:** 2016-10-27

**Authors:** Luke R. Thompson, Qinglu Zeng, Sallie W. Chisholm

## Abstract

Cyanophage infecting the marine cyanobacteria *Prochlorococcus* and *Synechococcus* require light and host photosystem activity for optimal reproduction. Many cyanophages encode multiple photosynthetic electron transport (PET) proteins, which are presumed to maintain electron flow and produce ATP and NADPH for nucleotide biosynthesis and phage genome replication. However, evidence suggests phage augment NADPH production via the pentose phosphate pathway (PPP), thus calling into question the need for NADPH production by PET. Genes implicated in cyclic PET have since been identified in cyanophage genomes. It remains an open question which mode of PET, cyclic or linear, predominates in infected cyanobacteria, and thus whether the balance is towards producing ATP or NADPH. We sequenced transcriptomes of a cyanophage (P-HM2) and its host (*Prochlorococcus* MED4) throughout infection in the light or in the dark, and analyzed these data in the context of phage replication and metabolite measurements. Infection was robust in the light, but phage were not produced in the dark. Host gene transcripts encoding high-light inducible proteins and two terminal oxidases (plastoquinol terminal oxidase and cytochrome *c* oxidase)—implicated in protecting the photosynthetic membrane from light stress—were the most enriched in light but not dark infection. Among the most diminished transcripts in both light and dark infection was ferredoxin–NADP^+^ reductase (FNR), which uses the electron acceptor NADP^+^ to generate NADPH in linear photosynthesis. The phage gene for CP12, which putatively inhibits the Calvin cycle enzyme that receives NADPH from FNR, was highly expressed in light infection. Therefore, both PET production of NADPH and its consumption by carbon fixation are putatively repressed during phage infection in light. Transcriptomic evidence is thus consistent with cyclic photophosphorylation using oxygen as the terminal electron acceptor as the dominant mode of PET under infection, with ATP from PET and NADPH from the PPP producing the energy and reducing equivalents for phage nucleotide biosynthesis and replication.

## Introduction

Cyanophage are viruses that infect cyanobacteria [1], including the numerically dominant marine picocyanobacteria *Prochlorococcus* and *Synechococcus* [2]. Cyanophage genomes contain various ‘auxiliary metabolic genes’ (AMGs), which are not universal but evolutionarily conserved and are thought to boost and redirect host metabolism during infection [3, 4]. Although AMGs are more abundant in the larger T4-like cyanomyophage genomes (the subject of this study) [5], they are also found in T7-like cyanopodophages [6, 7], and host homologs of AMGs are induced by cyanosiphophages [8], suggesting a common infection strategy across all three cyanophage families.

As evidenced by the functions of proteins encoded by AMGs—and by the high demand for nucleotides for phage replication—nucleotide biosynthesis is a key product of cyanophage-infected host metabolism; indeed, nucleotide biosynthesis genes are common in cyanophage genomes [6, 9]. The amount of nucleotides required for a typical cyanophage ‘burst’ exceeds the size of the host chromosome, and therefore we postulated that cyanophage synthesize most of their nucleotides *de novo* [4]. The synthesis of deoxynucleoside triphosphates (shortened to ‘nucleotides’ here) requires phosphate—potentially accounting for the presence of phosphate-acquisition genes in some cyanophages [6, 10, 11]—but is also energy-intensive, requiring large amounts of ATP (energy) and NADPH (reducing equivalents).

Photosynthesis is the primary source of ATP and NADPH for cyanobacteria and—based on experimental evidence and the AMGs carried by cyanophage—also for cyanophage. Light increases phage burst size in cyanophage infections [12], and both light and photosynthesis are required for maximal phage production [13–15]; light is even required for adsorption of some cyanophages [16, 17]. Genes encoding photosynthetic light capture and electron transport are widespread in cyanophage genomes [6, 18–20], and phage photosystem II and high-light inducible proteins are detected in the host during infection [15]. Host genes encoding high-light inducible proteins are induced during infection in the light [21, 22], further suggesting maintenance of photosynthetic electron flow [23], possibly to counteract photo-oxidative damage induced by cyanophage [24]. However, while both host and phage express genes for the ‘light reactions’ of photosynthesis, genes for the Calvin cycle are not found in cyanophage genomes. In fact they often carry genes orthologous to the host gene *cp12*, the product of which inhibits the Calvin Cycle [25]. In addition, cyanophages often carry AMGs that encode enzymes involved in the pentose phosphate pathway [6], which intersects with the Calvin cycle but runs in the opposite direction [4].

The above observations led to the hypothesis that the light reactions of photosynthesis and the pentose phosphate pathway are activated during infection, but the Calvin Cycle is inhibited. This would enable ATP and NADPH produced by the first two processes to be used for nucleotide biosynthesis rather than drained by the Calvin cycle. In support of this hypothesis [4], we used qPCR to show that phage genes for the light reactions (*psbA*) and pentose phosphate pathway (*talC*, *gnd*, *zwf*) and inhibition of the Calvin cycle (*cp12*) were highly expressed during infection in the light and poorly expressed during infection in the dark. Simultaneously, the intracellular NADPH/NADP^+^ ratio doubled in infected relative to uninfected cells in the light, and increased only slightly in the dark (results from [4] are replotted in S1F Fig). Recent work using radiolabeled inorganic carbon has shown that the Calvin cycle is indeed inhibited during cyanophage infection [26].

The observed increase in NADPH/NADP^+^ in light infection, even as cyanophage were putatively consuming NADPH to synthesize nucleotides, implied that infection boosted NADPH production. However, it was difficult to quantify how much NADPH production was from phage-augmented pentose phosphate pathway activity (and Calvin cycle inhibition) because linear photosynthetic electron transport (PET), driven by light, produces ATP *and* NADPH. A clue was provided by the observation that cyanophage genomes assembled from seawater contain genes for photosystem I [20] and NAD(P)H dehydrogenase [27, 28], raising the prospect that cyclic photophosphorylation is important for cyanophage infection [29, 30].

Multiple questions remain about the effects of phage infection on light-driven electron flow in picocyanobacteria. While identifying the mechanistic changes in PET will require targeted perturbations (e.g., mutagenesis, inhibitor studies, or radiolabeled substrates as in [26]), comparative transcriptomics of cultures undergoing infection can help discriminate between competing models. Specifically, we asked the following: Are patterns of host transcription during infection more consistent with linear or cyclic electron flow, and with which terminal electron acceptors? Do the transcripts enriched or depleted indicate the possible sources of ATP and NADPH for cyanophage nucleotide biosynthesis? Are phage-dependent changes in transcription of host genes in photosynthetic electron flow dependent on light?

We analyzed phage and host transcriptomes of T4-like cyanophage P-HM2 infecting cultures of *Prochlorococcus* MED4, maintained in the light or placed in the dark at the time of infection. Samples were derived from our previous work [4], in which we examined the relative expression of only a few selected genes. Here we extend that study and show differential expression of key host PET genes during infection in light and dark. The results suggest that changes in host gene expression, induced under phage infection, lead to changes in photosynthetic electron flow toward a cellular metabolic state appearing more optimal for phage replication.

## Materials and Methods

### Growth and infection in light and dark

The infection of *Prochlorococcus* MED4 by cyanophage P-HM2 for this experiment was described in detail in [4]. Light and dark experiments were conducted on separate days; all conditions were identical except that in the dark experiment, from splitting the culture onward, bottles were maintained in complete darkness except for inoculation with phage or spent medium and sampling, which were done in dim light. In both experiments, a mid-log-phase mother culture of *Prochlorococcus* MED4 grown in constant light (90 *μ*E m^−2^s^–1^) was split into four bottles of 2 L each (final volume). Experiments were performed in duplicate: two bottles were inoculated with cyanophage P-HM2 (MOI = 1, therefore not all cells were infected), and two bottles were given an equal volume of spent medium (late-log phase, no phage). Both spent medium and phage lysate were filtered through 0.2-*μ*m polycarbonate filters (Millipore) prior to addition. Following inoculation, cultures were placed in a dark incubator or returned to the light incubator. Temperature was maintained at 19–22°C. Samples were taken at regular intervals (0, 1, 2, 4, and 8 h) for measurement of infection parameters [4]. For RNA analysis, 200 mL culture was harvested by centrifugation at 15,000x*g* for 10 min at 4°C, decanted, resuspended in 1 mL supernatant, aliquoted into microcentrifuge tubes, centrifuged again at 15,000x*g* for 5 min at 4°C, decanted, and flash frozen in liquid nitrogen and stored at –80°C. The elapsed time from the start of sampling to freezing was 30 min; therefore, the reported time points are 0.5, 1.5, 2.5, 4.5, and 8.5 h after inoculation with phage (hereafter referred to as time “post-inoculation”).

### Strand-specific RNA-Seq library preparation for Illumina sequencing

Total RNA was extracted using the Ambion mirVana RNA isolation kit; residual genomic DNA was removed using the Turbo DNA-free kit (Ambion). RNA was then concentrated with the RNA Clean & Concentrator-5 kit (Zymo Research). Total RNA (150 ng) was fragmented to the range of 60–200 nt by magnesium-catalyzed hydrolysis (40 mM Tris-Acetate, pH 8.1, 100 mM potassium acetate, 30 mM magnesium acetate) for 4 min at 83°C, and purified with the RNA Clean & Concentrator-5 kit. Strand-specific RNA-Seq libraries were prepared using a dUTP second-strand marking protocol as described previously [31]. Briefly, first-strand cDNA was synthesized from fragmented RNA with random primers (Invitrogen) and Superscript III reverse transcriptase (Invitrogen). Second-strand cDNA was synthesized using dUTP instead of dTTP. Illumina paired-end libraries were prepared from purified double-stranded cDNA (Agencourt AMPure XP beads) following recommendations by Illumina. Second strands of cDNA containing dUTP were removed with the Uracil Cleavage System (Enzymatics), and libraries were amplified with the sequencing primers. A duplex-specific nuclease (DSN)-based method [32], which has been successfully used in *Prochlorococcus* [33], was used to remove the 16S and 23S rRNAs. Illumina sequencing primers with barcodes were used to amplify the DSN treated libraries. Barcoded libraries (40) were pooled in equal proportion in one lane and paired-end sequencing was done on an Illumina HiSeq 2000 (40 nt for insert + 6 nt for barcode).

### Mapping and counting RNA-Seq reads

Reads from each sample were separated based on their barcodes and aligned to *Prochlorococcus* MED4 and cyanophage P-HM2 genomes using the Burrows–Wheeler Aligner (BWA). GenBank annotations (BX548174.1 for MED4 and NC_015284.1 for P-HM2) were used to generate SAM alignment files using BWA. SAMtools [34] and pysam were then used to calculate the number of reads perfectly aligning to the sense and antisense strands of ORFs, rRNAs, tRNAs, and intergenic regions. Paired reads were mapped separately; paired reads mapping to the same ORF were counted as one transcript for that ORF, whereas paired reads mapping to separate adjacent ORFs were counted once for each ORF. 

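The counts of both strands of host and phage features were summed in each of the 40 libraries. The median library held 2761051 mapped counts. The lowest total, 1696046, was that of replicate 1 of light infection at 4.5 h, and the highest, 4119196, that of replicate 2 of the uninfected light culture at 8.5 h. Each bottle was sampled at all 5 time points, and each of the 20 groups held libraries from 2 bottles.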

An average of 2.8 million (range 1.7–4.1 million) mapped reads were recovered from each sample. As a result of DSN treatment, the percentage of host rRNA (16S and 23S) reads in the samples was reduced to an average of 14% (range 4–59%, compared to 97% in untreated samples). 

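Counts on the 16S and 23S rRNA features made up 4.35% to 58.0% of the libraries. The highest group mean was 37.6% ± 28.9 (SD, n = 2 bottles), in the uninfected light cultures at 0.5 h, whose bottles differed most. Infected cultures at 0.5 h held 29.9% ± 6.49 in light and 35.1% ± 1.40 in dark. These 2 features were left out before the host and phage totals were taken.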

Host 16S and 23S rRNA read counts were removed from count tables prior to any filtering or normalization.

### Normalization of phage and host transcript abundance

Counts were normalized per sample using the RPKM method (reads per kbp gene length per million reads). Phage transcript counts were normalized to the total of phage plus host transcript counts (per-sample phage RPKM values sum to 1 million). Host transcript counts were normalized to the total of host counts *only* (per-sample host RPKM values sum to 1 million). Normalizing host counts to the sum of host but not phage counts accounts for the issue that phage gene expression proportionally displaces host gene expression, with host transcripts becoming a smaller part of the total RNA pool as infection proceeds (S2 Fig), which can complicate determination of whether host transcripts are actually diminished or if they are simply displaced by phage transcripts. Normalizing phage counts to the sum of host *and* phage counts gives an accurate picture of the increase of phage transcription as a fraction of the total pool of transcripts.

### Clustering of genes by expression pattern

Phage genes were clustered by transcript relative abundance patterns using two independent approaches: partitioning around medoids (PAM) and hierarchical clustering. PAM [35] was implemented in R using KL distances [36]. The number of clusters *k* was chosen by finding the lowest value for *k* that nearly maximized the gap statistic; *k* = 5 was chosen as a reasonable number of clusters for both phage and host. Hierarchical clustering was implemented with Cluster 3.0 (http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm), using uncentered correlation with complete linkage.

### Detection of differential gene expression

Differentially expressed host transcripts (messenger RNAs and antisense RNAs) were identified using the R packages DESeq2 v.1.2.5 [37] and NOISeq v.2.6.0 [38] from the Bioconductor program. Functions and parameters used are listed in S1 Table. Transcript abundances were analyzed at each time point separately, comparing infected to uninfected treatments with light or dark constant and comparing dark to light treatments with infected or uninfected constant. It was not appropriate to compare each time point to a *t* = 0 reference using a repeated measures analysis because the first time point was taken 30 min post-inoculation and already displayed differential expression. Lists of differentially expressed genes (DEGs) were the intersection of lists derived from from DESeq2 and NOISeq, employing a hybrid approach suggested by [39]. DEGs listed were those detected by both NOISeq (NOISeqBIO, probability *q* > 0.95) and DESeq2 (Benjamini–Hochberg adjusted *p*-value < 0.2), with an absolute value of log_2_(fold change) ≥0.4 (infected vs. uninfected) or ≥1.5 (dark vs. light) and total RPKM counts at that time point ≥500 (sense) or ≥100 (antisense).

### Terminology of differential gene expression

We have avoided the terms “up-regulation” and “down-regulation” because we lack evidence of regulatory mechanisms and our data reflect relative but not absolute abundances. We instead favor the terms “enriched” and “diminished” in reference to relative transcript abundance. We have in some cases used the common term “differentially expressed genes” (DEGs); we emphasize that “expression” in this sense refers to transcript abundance only and reflects the net result of transcription minus transcript degradation. We note that the host chromosome is partially degraded during infection (S1 Fig), which complicates interpretation of host gene expression late in infection. We also note that with an MOI of 1, not all host cells would have been infected, which effectively dilutes the detected host response to phage infection. This may account for the observation that even the most differentially expressed host genes did not display transcript fold changes greater than ∼3 in infected versus uninfected.

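Across the 5 time points in light and in dark, the largest change in a host transcript that passed the test was that of the high-light inducible gene hli11 (PMM1385) at 0.5 h in light. Its transcript was 3.16 times as abundant in the infected as in the uninfected bottles (n = 2 each). With no minimum on the RPKM values the largest change was 6.32 times.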

### Public data

Raw fastq files (80), processed count tables (40), and sample metadata have been submitted to NCBI Gene Expression Omnibus (GEO) with accession number GSE79359. All scripts (R, Python, Perl, and Bash) used in the analysis of this experiment are available on GitHub (https://github.com/cuttlefishh/papers/tree/master/cyanophage-light-dark-transcriptomics).

## Results

### Infection dynamics in light and dark

Infection of *Prochlorococcus* MED4 by cyanophage P-HM2 differed significantly between light and dark conditions. Dynamics of host genome copies, intracellular and extracellular phage genome copies, and pyridine nucleotides (S1 Fig) were measured and reported previously [4]. In light, a burst size of ≥12 was detected after a latent period of ∼8 h, whereas no phage progeny were released in the dark (S1 Fig). Comparing infection in the light versus darkness, degradation of the host chromosome (gDNA) began earlier in the light (1.5 h post-inoculation) than the dark (6.5 h post-inoculation), and by the end of the infection it was nearly complete (86%) in the light compared to 44% in the dark (S1C Fig). Overall, light infection was significantly more robust than dark infection, both in terms of host chromosome degradation, and phage chromosomes synthesized and released as virions. The results of the light and dark infection experiments are summarized in Table 1.

**Table 1:** Results summary.

	Phage gene expression	Host gene expression	Pyridine nucleotides	Productivity of infection
Light early	Early genes: high at 30 min, max at 1.5 h Middle genes: high at 1.5 h, max at 2.5 h	↑ HLIPs, PTOX, PET, Trx, PSI ↓ Cell div, Trx, Transl	Slight increase in NADPH/NADP^+^ and decrease in total phosphorylation state	Host gDNA degraded: 86%, starting at 1.5 h
Light late	Late genes: high at 2.5 h, max at 4.5 h	↑ PSII ↓ FNR, Cell div, Trx, Transl	Strong increase in NADPH/NADP^+^ and decrease in total phosphorylation state	Latent period: 8 h Burst size: ≥12
Dark early	Early genes: max at 30 min, then drop Middle genes: max at 1.5–2.5 h, then drop	Little response	Little change in infected or control	Host gDNA degraded: 44%, starting at 6.5 h
Dark late	Late genes: max at 4.5 h, then drop	↑ Transport, Trx, Transl ↓ FNR, Biosynth, PET, HLIPs, PSI	Total pool more oxidized and less phosphorylated in both infected and control	Latent period: N/A Burst size: N/A

Events are listed for light and dark experiments, divided into early (0–2 h post-inoculation) and late (2–9 h post-inoculation) periods. Abbreviations: Biosynth, biosynthesis; Cell div, cell division; FNR, ferredoxin–NADP^+^ reductase; HLIPs, high light inducible proteins; PET, photosynthetic electron transport; PSII, photosystem II; PTOX, plastoquinol terminal oxidase; Transl, protein translation; Trx, transcription; N/A, not applicable.

### Phage gene expression in light and dark during infection

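Phage expression was measured by strand-specific RNA sequencing of 20 libraries from cultures of Prochlorococcus MED4 infected with cyanophage P-HM2, 2 bottles at each of 5 time points in light and in dark. The 20 uninfected libraries were used as background. Total counts per library were 1696046 to 3351575 (median 2544297) in light infection and 1863246 to 3253693 (median 2385237.5) in dark infection. The authors mapped the reads with BWA and counted them per gene and strand with SAMtools and pysam, and the deposited tables hold these raw counts for the phage genes and 2015 host features. Here the phage share of transcripts was the phage sense counts as a percentage of phage plus host sense counts without 16S and 23S rRNA. Phage RPKM was scaled to the same total. To ask which genes took another part of the phage transcripts in light than in dark, phage counts alone were compared with edgeR's quasi-likelihood test, with TMM factors from phage counts and Benjamini-Hochberg adjustment. A gene passed at an adjusted p under 0.2 with an absolute log2 difference of at least 0.4. An exact permutation test of 2 bottles against 2 cannot give a p below 0.33, so shares and ratios are given with their spread and no p. The light and dark experiments were run on separate days, so that day and light cannot be told apart in any comparison of light with dark.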

Differences in overall phage transcription between light and dark were consistent with the differences in infection dynamics. 

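The plot of phage share by time shows all 40 libraries. In light infection the phage share of transcripts was 4.05% ± 0.52 (SD, n = 2 bottles) at 0.5 h. It then stood at 23.5% ± 0.41 at 1.5 h, 46.1% ± 1.08 at 2.5 h and 68.2% ± 1.26 at 4.5 h. The share at 8.5 h was 70.7% ± 2.42. Both bottles of each time point lay above both bottles of the time point before it, except at 8.5 h, where replicate 1 was at 69.0% (Wilson 95% interval 68.9 to 69.1) and replicate 2 of 4.5 h at 69.1% (69.0 to 69.2). Such intervals cover counting error only and are far narrower than the spread between bottles.

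**Figure D1:**
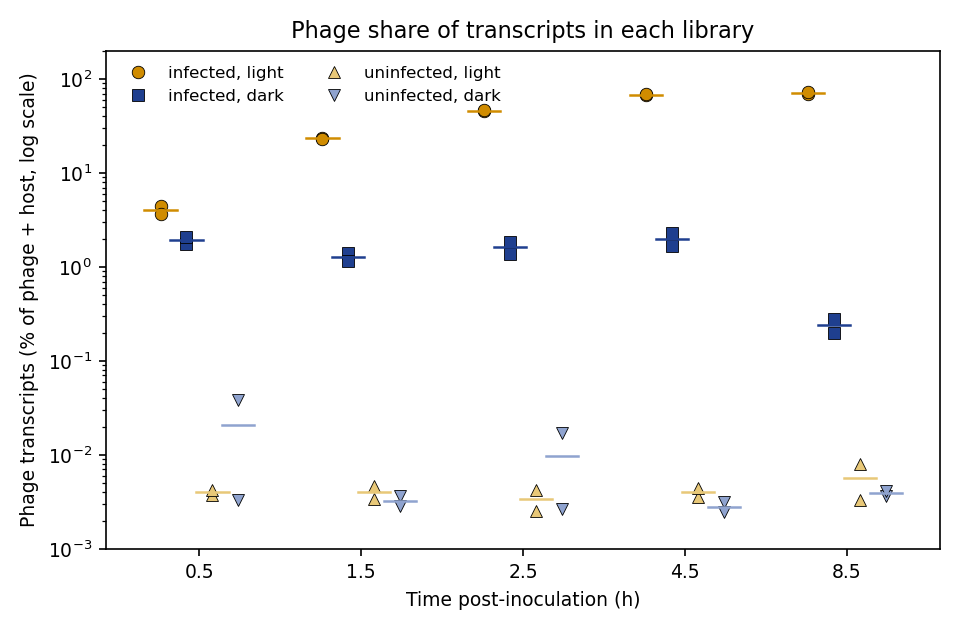
Phage sense counts as a percentage of phage plus host sense counts (log axis) against hours after inoculation, for infected and uninfected cultures in light and dark. Each point is 1 library and each short line marks the mean of 2 bottles, and infected light cultures climb while infected dark cultures stay near or below 2%.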

In light infection, phage transcripts (as a percentage of total phage + host transcripts) increased from 3% 0.5 h post-inoculation to >65% at 8.5 h (S2 Fig). Conversely, phage transcripts never constituted more than 2% of the total at any point in dark infection (S2 Fig).

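In dark infection the phage share of transcripts was 1.91% ± 0.24 (SD, n = 2 bottles) at 0.5 h and 1.97% ± 0.43 at 4.5 h. In between it was 1.27% ± 0.18 at 1.5 h and 1.61% ± 0.36 at 2.5 h. By 8.5 h it had dropped to 0.239% ± 0.0567, with 0.279% (Wilson 95% interval 0.271 to 0.288) in replicate 1 and 0.199% (0.193 to 0.205) in replicate 2. Of the single bottles, replicate 1 at 4.5 h had the highest share, 2.28% (2.26 to 2.30). With 16S and 23S rRNA counts in the total its share was 1.91%.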

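Phage genes were clustered by timing separately in light and in dark, with partitioning around medoids (k = 5) on symmetrised Kullback-Leibler distances between the time profiles of mean RPKM. The clusters were ordered by mean time into early, middle and late classes. Of all phage genes, 224 (92.6%) fell into the same class under both conditions. The same clustering of replicate 1 against replicate 2 placed 232 genes (95.9%) in the same class in light and 229 (94.6%) in dark. Hierarchical clustering of the same profiles gave 76.9%, and partitioning with k = 3 gave 97.1%. No test was applied to these shares.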

Clustering phage genes by timing of expression revealed few light-dependent differences. 

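With the classes listed in S2 Table, 226 phage genes (93.4%) carried the same class in light and dark. That table places 20 genes in the early, 137 in the middle and 85 in the late class in light. As a part of all phage counts in light, the early genes went from 88.8% at 0.5 h to 24.6% at 1.5 h. The middle genes took their largest part, 78.7%, at 2.5 h, and the late genes grew from 9.34% at 2.5 h to 29.7% at 4.5 h and 37.0% at 8.5 h. By RPKM, which also follows the overall level, 99 of the 137 middle genes were highest at 4.5 h and 15 at 2.5 h in light, and 76 of the 85 late genes were highest at 8.5 h and 9 at 4.5 h. Of the 20 early genes, 8 were highest at 0.5 h, 10 at 1.5 h and 2 at 2.5 h. In dark, RPKM was highest at 0.5 h for 19 early genes and at 4.5 h for 80 late genes, while the middle genes were split among 1.5 h (48), 2.5 h (52) and 4.5 h (34).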

While there were three expression clusters—early, middle, and late (Fig 1), as seen in other T4-like cyanophage transcriptomes [22, 40]—the majority (93%) of phage genes were expressed in the same time cluster in light and dark (S1 Table), and their timing of peak expression was similar under both conditions: early gene expression peaked at 0.5 h, middle at 2.5 h, and late at 4.5 h (Fig 1). Timing of gene expression among T4-like cyanophages appears to be conserved, as 95% of genes shared between cyanophage P-HM2 used here and cyanophage P-SSM2 [40] were expressed in the same time cluster.

**Fig 1:**
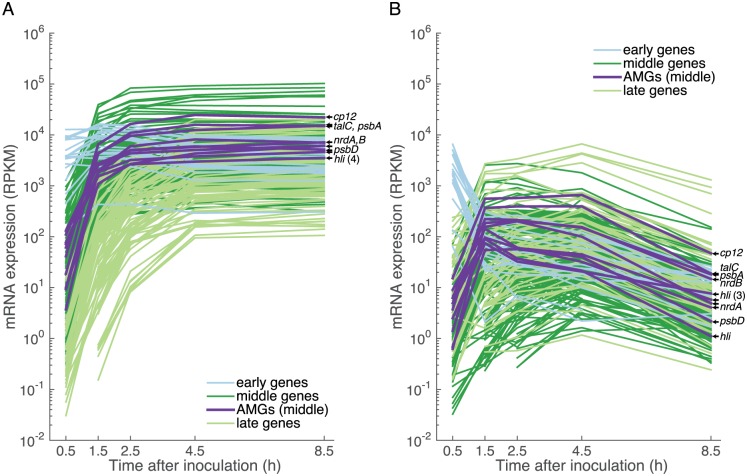
Phage gene expression in early, middle, and late temporal clusters during light and dark infection. Relative expression of phage mRNA is in units of reads per kbp gene length per million (RPKM) of host and phage reads (see methods). Phage auxiliary metabolic genes (AMGs) are labeled: *cp12*, Calvin cycle inhibitor CP12; *talC*, transaldolase; *psbA* and *psbD*, photosystem II D1 and D2 proteins; *nrdA* and *nrdB*, ribonucleotide reductase alpha and beta subunits; and *hli*, high-light inducible proteins.

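The RPKM averaged over all phage genes was 651.8 ± 82.8 (SD, n = 2 bottles) in light and 329.1 ± 44.4 in dark at 0.5 h, a ratio of 1.98. Over the 4 pairs of a light with a dark bottle the ratio ran from 1.65 to 2.39. At 1.5 h the ratio was 19.6 (17.4 to 22.2). It was 29.6 (25.7 to 34.8) at 2.5 h, from 5366 ± 120.8 in light and 181.0 ± 34.3 in dark, and 31.2 (26.3 to 38.0) at 4.5 h. At 8.5 h the mean was 6876 ± 281 in light and 28.4 ± 5.87 in dark, and the ratio was 242.1 (205 to 292). Taking the median over genes in place of the mean gave ratios of 6.15 at 0.5 h, 53.9 at 4.5 h and 601 at 8.5 h. The days of the light and dark experiments differ as well.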

Average genome-wide phage gene expression levels were 3x greater in the light relative to the dark at the beginning of infection (0.5 h), then diverged dramatically at intermediate time points reaching 35x greater at 2.5 h; at the end of the infection average expression levels in the light were 465x those in the dark. While middle genes were the most highly expressed across the phage transcriptome in the light, in darkness their expression dropped after 1.5 h and late gene expression became the most abundant. Thus, based on expression levels, middle genes were the most responsive to light.

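In light the mean RPKM of the 137 middle genes was 7743 ± 284 (SD, n = 2 bottles) at 2.5 h and 9323 ± 459 at 4.5 h, against 872 ± 106 and 3326 ± 119 for the 85 late genes. The early genes had the highest mean in light at 0.5 h, 1.5 h and 2.5 h (7094 ± 831, 8806 ± 314 and 8184 ± 30.4). In dark the middle genes averaged 239.8 ± 35.2 at 1.5 h, 279 ± 53.6 at 2.5 h and 314 ± 69.2 at 4.5 h, and then 39.2 ± 8.29 at 8.5 h. The late genes averaged 12.0 ± 1.90, 39.1 ± 9.51, 104 ± 22.2 and 14.4 ± 3.50 at the same times. As a part of all phage counts in dark, the middle class took 87.7% at 1.5 h, 64.9% at 4.5 h and 54.1% at 8.5 h, and the late class 3.87%, 33.1% and 42.5%. Classes so far are those of S2 Table in light. With the table's classes in dark, the late class took 59.1% of phage counts in dark at 4.5 h and 75.1% at 8.5 h, and the middle class 39.7% and 22.2%.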

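The class ratios that follow again use the classes of S2 Table in light. The ratio of class mean RPKM in light to that in dark was 16.0 for the middle genes at 1.5 h, 27.7 at 2.5 h, 29.7 at 4.5 h and 231 at 8.5 h. For the early genes it was 66.4, 74.5, 80.5 and 302, and for the late genes 11.9, 22.3, 31.9 and 277. The ratio of class medians over the same times was 17.1, 35.0, 61.9 and 822 for the middle, 103, 125, 105.7 and 346 for the early, and 17.7, 36.7, 36.7 and 433 for the late genes. At 0.5 h the ratio of class means was 5.67 for the middle, 1.85 for the early and 4.79 for the late genes. At that time the dark bottles held a middle mean of 20.2 ± 1.62 (SD, n = 2) and a late mean of 0.380 ± 0.0146. When phage counts alone were compared at 4.5 h, 47 of 137 middle genes took a larger and 22 a smaller part in light (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, classes as in S2 Table). Of 85 late genes, 7 took a larger and 47 a smaller part. All 15 early genes that passed took a larger part in light. With total-count scaling in place of TMM, 91.7% of the genes that passed at 4.5 h were higher in light, where the TMM scale gave as many higher (69) as lower (69). With the table's classes in dark, the mean RPKM at 8.5 h was 6995 in light and 11.0 in dark for the middle genes. It was 4091 and 14.4 for the early and 7300 and 59.2 for the late genes, so that the middle class had the largest ratio. From 1.5 h to 4.5 h the early class had the largest ratio there too. The class ratios have no test of their own, and day differs together with light. From the expression levels the paper concludes that the middle genes responded most to light.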

Phage auxiliary metabolic genes (AMGs) were highly expressed in the light, relative to the rest of the phage transcriptome and relative to AMG expression in the dark; AMGs were expressed exclusively in the middle transcription cluster (Fig 1 and S2 Table). 

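The 10 AMGs labelled in Fig 1 are cp12, talC, psbA, psbD, nrdA, nrdB and 4 hli genes. Their median rank by mean RPKM among all phage genes in light was 58.5 at 0.5 h, 70.0 at 1.5 h, 65.5 at 2.5 h, 79.5 at 4.5 h and 61.5 at 8.5 h, where rank 1 is the most abundant. In dark the median rank was 70.0 at 0.5 h, 56.5 at 1.5 h, 71.5 at 2.5 h, 106 at 4.5 h and 96.5 at 8.5 h, but at 8.5 h the bottles gave 126.5 and 61.5. In light all 10 lay above the median phage gene at every time point except 4.5 h, where 9 did. In dark all 10 did at 0.5 h and 1.5 h, 8 at 2.5 h, 5 at 4.5 h and 7 at 8.5 h. Among the 24 most abundant phage genes (the top 10%) in light there were 2 AMGs at 2.5 h and 3 at 4.5 h and 8.5 h. Compared with the middle genes alone, 8 AMGs lay above the median of that class in light at 2.5 h and 7 at 4.5 h. As a part of phage counts, 4 AMGs were higher in light at 0.5 h, 6 at 2.5 h and 5 at 8.5 h with none lower, while 2 were higher and 4 lower at 1.5 h, and 6 higher and 2 lower at 4.5 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called none at 0.5 h. At 4.5 h 8 were higher and none lower with total-count scaling. Few dark counts stand behind the calls at 0.5 h and 8.5 h. The 4 AMGs called by edgeR at 0.5 h had 0 to 19 counts per dark library, and hli04 had 1 in each. Of those called at 8.5 h, the hli gene PHM2_198 had 0 and 1 dark counts, psbD 5 and 4, and the others 18 to 39. By raw counts, without division by gene length, the median rank in light was 29.5 at 2.5 h and 33.5 at 4.5 h.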

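The phage gene cp12 (PHM2_227, 177301 to 177513 on the P-HM2 genome) encodes the inhibitor that binds host Calvin cycle enzymes, and talC (PHM2_228, 177517 to 178191) encodes transaldolase. In light, cp12 stood at an RPKM of 17765 ± 471 (SD, n = 2 bottles) at 2.5 h, which was rank 14 of all phage genes and 8.84 times the median gene. At 4.5 h it stood at 26327 ± 79.5, rank 11. For talC the values were 11854 ± 539 (rank 24) at 2.5 h, 16919 ± 108 (rank 17) at 4.5 h and 16032 ± 1227 (rank 20) at 8.5 h. At 0.5 h both were low, with an RPKM of 61.9 ± 23.2 for cp12 and 28.1 for talC.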

The two AMGs involved in the pentose phosphate pathway, *cp12* (Calvin cycle inhibitor CP12) and *talC* (transaldolase), were among the most highly expressed phage genes in the light (Fig 1). While we previously showed that phage *psbA*, *cp12*, *talC*, *nrdA*, and *nrdB* were expressed concurrently with known T4-like phage early/middle genes (*g61*, *g43*) [4], we could not place the expression levels of those genes in context with the rest of the phage transcriptome. Here we show the high expression of phage AMGs involved in PET, the pentose phosphate pathway, and ribonucleotide reductase—relative to the rest of the phage transcriptome, and in light relative to dark—thereby indicating that they are poised to influence host light-driven metabolism.

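The genes psbA (PHM2_212, 171763 to 172851) and psbD (PHM2_213) encode the D1 and D2 proteins of the photosystem II core. In light, psbA had an RPKM of 10331 ± 56.8 (SD, n = 2 bottles) at 2.5 h, rank 30 of all phage genes, and 16395 ± 1331 at 8.5 h, rank 19. Its ratio of light to dark RPKM was 42.4 at 2.5 h, 74.4 at 4.5 h and 756 at 8.5 h. The rank of psbD was 100 at 2.5 h, 103 at 4.5 h and 67 at 8.5 h. As parts of the phage counts at 4.5 h, psbA was higher in light by a log2 difference of 0.64 (standard error 0.12, adjusted p = 5.9e-07) and psbD by 0.99 (0.13, 1.1e-12), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The phage and host psbA genes are similar, and some reads may fall on either copy. From the high expression of these genes in light, the paper concludes that they are poised to act on the light-driven metabolism of the host.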

### Host gene expression in light and dark during infection

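Host expression was measured in 40 libraries, 2 bottles for each combination of infection, light regime and time point. Total counts per library were 2632934 to 4119196 (median 3151478.5) in uninfected light cultures and 2593977 to 3337988 (median 2905907) in uninfected dark cultures. The totals of infected cultures are given with the phage data. Of the 2015 host features in the count tables (protein genes, tRNAs and other RNAs), 2013 remained without 16S and 23S rRNA. Features with a mean of at least 5 cpm in 1 of the groups compared were tested at each time point separately with edgeR's quasi-likelihood test, TMM factors from host sense counts and Benjamini-Hochberg adjustment. A transcript is said to rise or fall in infection at an adjusted p under 0.2, an absolute log2 fold change of at least 0.4 and a sum of both mean RPKM values of at least 500. Between dark and light the minimum log2 change was 1.5. These limits are those in the text of the paper's methods. The authors also required a call from NOISeq, and S1 Table gives an absolute log2 change above 0.5 for DESeq2 and a cv.cutoff of 10 for the filter, none of which was applied here. On simulated counts with the depth and spread of light infection at 0.5 h, the test found 56.7% of changes of log2 0.5 and 92.5% of changes of log2 1, and 14.0% of the calls were genes left unchanged. The simulated calls had no RPKM minimum, and their changes went up or down at random. With 2 bottles per group no exact permutation test can reach a p below 0.33, so each call rests on the spread that edgeR shares across genes. The standard errors and adjusted p values rest on it too. They can look more certain than the 2 bottles of a single gene allow. The infection effect in light was compared with that in dark by an interaction test on the 8 libraries of a time point. Fits without a single bottle hold fewer libraries, so a call can end in them while its value hardly moves. Such a loss alone does not show that the bottle drove the call. Light and dark were run on separate days, so every such comparison carries the day as well.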

From the perspective of the *Prochlorococcus* host, our experimental design involved four conditions: (1) cells maintained in constant light (control); (2) cells shifted to dark; (3) cells remaining in the light and infected with phage; and (4) cells infected and immediately shifted to dark. Host transcript counts were normalized to the total number of host transcript counts, and reported fold changes are between RPKM values in dark relative to light or infected relative to uninfected (see methods). 

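Host RPKM was computed here from host sense counts without 16S and 23S rRNA, and the log2 ratio of mean RPKM was within 0.001 of the paper's in all 229 values of S3, S4 and S5 Tables that could be compared. The fold changes given with a standard error are on edgeR's TMM scale instead. The choice matters where a few abundant transcripts move, because TMM sets the bulk of the genes to no change. On the total-count scale the median host gene in dark infection lay at a log2 change of -0.35 against TMM at 2.5 h, -0.19 at 4.5 h, and -0.10 at 1.5 h and 8.5 h. In light infection the shift was below 0.08 at every time point. Between dark and light it was -0.18, -0.12, 0.05, 0.14 and -0.18 from 0.5 h to 8.5 h in uninfected cells, and -0.14, -0.22, -0.24, -0.09 and -0.28 in infected cells. For the difference between the infection effects in light and in dark the shift was 0.29 at 2.5 h, 0.23 at 4.5 h, 0.11 at 1.5 h and 0.12 at 8.5 h.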

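At 8.5 h, 51 host features passed with an absolute log2 change of at least 1.5 between dark and light in uninfected cells (7 higher and 44 lower in dark) and 47 in infected cells (10 higher and 37 lower), all of them also at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of the infection effects that passed, only those of 3 hli genes at 0.5 h in light reached that size. At the smaller limit of 0.4, 460 features differed between dark and light in uninfected and 472 in infected cells at 8.5 h. At 4.5 h there were 375 and 257. Infection in light changed 84 features at 0.5 h, 86 at 1.5 h, 42 at 2.5 h, 40 at 4.5 h and 50 at 8.5 h, of which 31, 34, 2, 16 and 6 had an adjusted p under 0.05. The median absolute log2 change over all tested genes at 8.5 h was 0.41 between dark and light in uninfected cells, 0.46 in infected cells, 0.20 for infection in light and 0.16 for infection in dark. The counts for infection in light moved with single bottles. At 0.5 h they were 28 without infected replicate 2, 36 without infected replicate 1 and 142 without uninfected replicate 1. At 1.5 h they were 5 without infected replicate 2, 51 without uninfected replicate 1 and 147 without infected replicate 1. At 2.5 h none remained without uninfected replicate 1, 7 without uninfected replicate 2 and 101 without infected replicate 1. At 4.5 h none remained without either uninfected bottle, 95 without infected replicate 1 and 103 without infected replicate 2. At 8.5 h there were 3 without uninfected replicate 1, 25 without infected replicate 2, 82 without uninfected replicate 2 and 169 without infected replicate 1. With total-count scaling 1 feature passed at 4.5 h. Higher features made up 47.6% of the calls at 0.5 h and 19.0% at 2.5 h, against 37.5% and 1.85% with total-count scaling. The light and dark cultures were grown on different days.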

As might be expected, the effects on host gene expression resulting from light deprivation were much more pronounced and sweeping (Fig 2B and S4 Table) than from phage infection alone in the light or in darkness (Fig 2A and S3 Table). Stated another way, light deprivation induced a similar transcriptional response in the host whether or not it was infected, with cell division (*ftsZ*) and sigma factor (*rpoD*) transcripts among the most diminished, and proline iminopeptidase and transcriptional regulation (*copG*) transcripts among the most enriched (Fig 2B).

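Across genes, the log2 change from light to dark in uninfected cells and that in infected cells had a Pearson correlation of 0.51 at 0.5 h, 0.57 at 1.5 h, 0.42 at 2.5 h, 0.59 at 4.5 h and 0.83 at 8.5 h (Spearman 0.799 at 8.5 h). Computed from single bottles, replicate 1 and replicate 2 gave 0.45 and 0.30 at 0.5 h, 0.10 and 0.49 at 2.5 h, and 0.71 and 0.76 at 8.5 h. Genes are not independent replicates, and the comparisons share the days on which light and dark were run. The infection effects in light and in dark had correlations between -0.14 and 0.05. At 8.5 h, 37 features were called in both uninfected and infected cells. The cell division gene ftsZ (PMM1309), whose product forms the division ring, fell in dark by 3.18 on the log2 scale in uninfected cells at 8.5 h (standard error 0.16, adjusted p = 3.6e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 bottles) and by 2.87 in infected cells. Among called genes with a product other than hypothetical, only the rpoD-like sigma factor PMM1289 fell further, with log2 changes of -3.31 and -3.06. Proline iminopeptidase (PMM0356), which removes proline from the ends of peptides, had the largest rise. Its RPKM in uninfected cells was 14935 ± 4765 (SD, n = 2) in dark and 1565 ± 215.7 in light at 8.5 h. The log2 change was 3.43 in uninfected cells (standard error 0.13, adjusted p = 1.51e-23 from edgeR) and 3.83 in infected cells (0.31, 3.74e-32). The rise was already 2.00 in uninfected and 2.60 in infected cells at 1.5 h. Of 51 ribosomal protein genes at the limit of 0.4, 32 rose and none fell in dark in uninfected cells at 8.5 h, and 45 rose with none falling in infected cells (21 rising, and 27 rising with 2 falling, with total-count scaling). All 8 ATP synthase genes called rose in both, under every scaling. Of 11 Calvin cycle genes, 10 rose in both, with rbcL at 1.51 and 1.40. Terminal oxidase and nitrogen genes that passed fell in both, among them ctaE (-1.22 and -1.24) and glnA (-1.49 and -1.14).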

**Fig 2:**
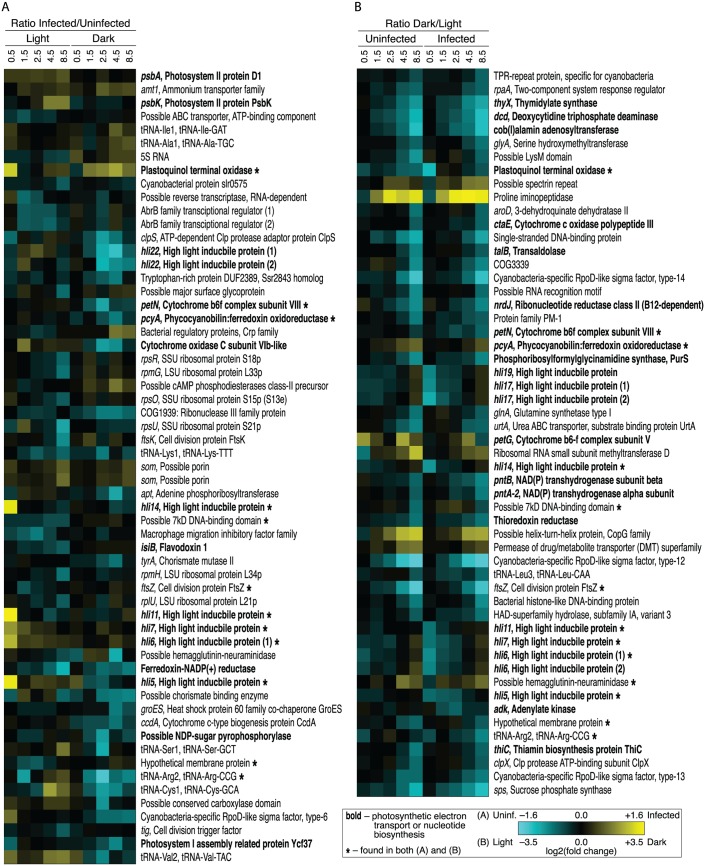
Heat maps of differentially expressed genes in light and dark infections (infected:uninfected ratio) and in uninfected and infected treatments (dark:light ratio). Genes are listed in order on the MED4 chromosome. Bold gene labels indicate involvement in photosynthetic electron transport or nucleotide biosynthesis, and asterisks indicate genes found in both heat maps. The color gradient indicates gene transcripts enriched (yellow) or diminished (cyan) as follows: (A) in infected relative to uninfected treatment in one or more light or dark time point or (B) in dark relative to light in one or more uninfected or infected time point (note the different scales).

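High-light inducible (hli) genes encode small thylakoid proteins that protect the photosystems from excess light, and PTOX (PMM0336, 325033 to 325542) passes electrons from plastoquinol to oxygen. At 0.5 h the change from light to dark was larger in infected cells. For PTOX the log2 change was -2.67 in infected cells (standard error 0.19, adjusted p = 3.37e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 bottles) and -0.95 in uninfected cells (0.20, 0.00378). Its infected light bottles stood at an RPKM of 1059 and 1870, and its uninfected light bottles at 391 and 782. These standard errors draw on spread shared across genes and do not measure that gap between bottles. The infection effect in light minus that in dark was 1.43 for hli14 (PMM1135; 0.23, 0.00371) and 1.47 for hli11 (0.24, 0.00371), and both calls held without any single bottle. It was 1.01 for hli5 (PMM1404) and 0.92 for hli7 (PMM1398), each with an adjusted p of 0.151 from edgeR, and neither was called by DESeq2, with total-count scaling or without infected dark replicate 1 (1.26 and 0.98), infected dark replicate 2 (0.78 and 0.86), infected light replicate 1 (1.03 and 0.96), infected light replicate 2 (0.98 and 0.85) or uninfected light replicate 1 (0.97 and 0.60). The hli5 call also ended without uninfected dark replicate 2 (0.91). For PTOX it was 1.73 (0.38, 0.0699). This call was lost with DESeq2 (1.68), and also without uninfected light replicate 1 (1.20), infected light replicate 2 (1.23), infected dark replicate 1 (1.72) or infected dark replicate 2 (1.73). Of 23 hli features, the interaction was positive for 7 and negative for none (12 and 1 when adjusted over the list alone), 4 with total-count scaling and 3 with DESeq2. A feature tagged hli17 (PMM0817) had the largest value, 1.88, which ended as a call without uninfected light replicate 1 (1.25), infected light replicate 2 (1.85) or either infected dark bottle (1.94 and 1.82). Copies of hli6 to hli9 and hli16 to hli19 are nearly identical, so reads may be split among them. Some hli tags, among them hli6, hli17, hli19 and hli22, stand on more than 1 feature, so the 23 features are fewer genes. From dark against light alone, 9 hli features were lower in dark by at least 1.5 at 0.5 h in infected cells and none in uninfected cells.

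**Figure D2:**
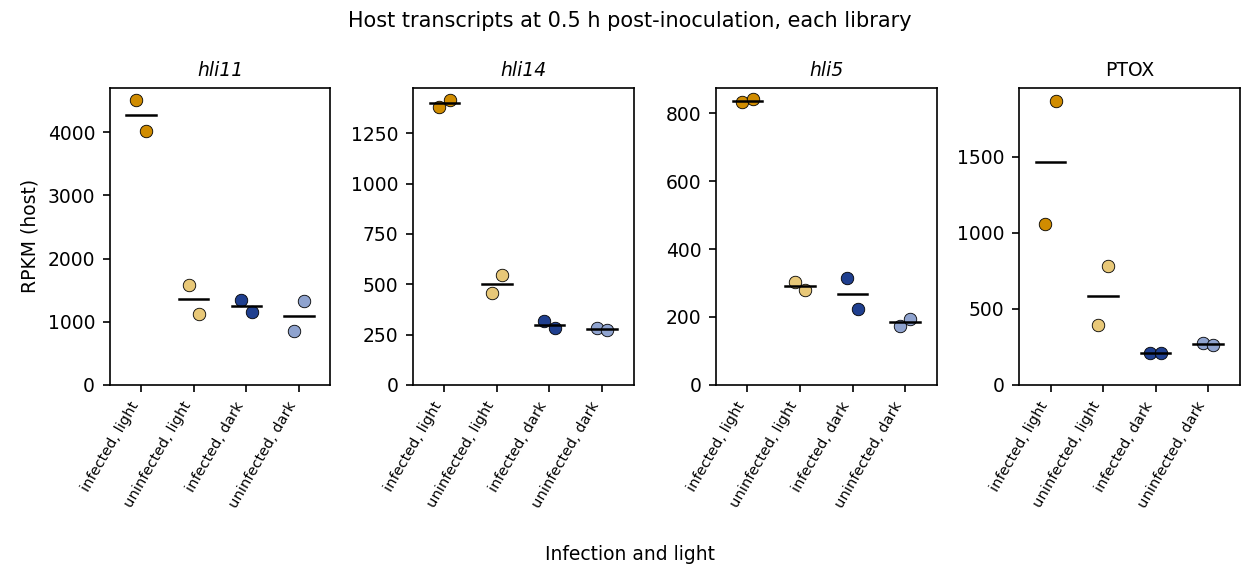
Host RPKM at 0.5 h for hli11, hli14, hli5 and PTOX in infected and uninfected cultures in light and dark, with 1 point per library and a black line at the mean of 2 bottles. In each gene both infected light bottles lie above all others, down to 1059 for PTOX and 4017 for hli11.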

Light deprivation did not overwhelm the effect of phage infection in two notable cases: high-light inducible genes (*hli5,6,7,11,14,17,19*) and plastoquinol terminal oxidase (PTOX) were enriched in light (depleted in dark) much more so in infected than uninfected cells. As discussed below, PTOX and *hli* genes appear to be key elements of the induced host response to the combined effects of light and phage.

#### Host genes differentially expressed in light infection

Most (90%) of host genes that exhibited differential expression during infection did so either in the light or the dark, but not both (Fig 2A). 

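At 1 or more time points, infection changed 226 host features in light and 218 in dark, out of 1995 tested in both. The lists share 73 features, where independent lists of these sizes drawn from all 1995 tested features would share 24.7 on average. Only features above the RPKM minimum could be called, so this number is too low for a fair comparison. In all, 298 features (80.3%) were called in only 1 light regime. Of the 73 shared features, 35 changed in opposite directions. Without hypothetical proteins, 81.7% were called in 1 regime only. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 110 features (90.9%) were called in 1 regime only and 11 in both. With DESeq2 the share was 89.9%, with 25 in both. Independent lists drawn from all tested features would share 2.15 at the stricter limit and 8.39 with DESeq2. Both numbers are too low for the same reason. A feature missing from a list did not pass there, which is not a test of no change.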

Among host genes with increased relative expression in light (but not in dark) infection (Figs 3A and 2A and S3 Table) were those encoding components of PET—*hli* genes, *psbA* and *psbK* and cytochrome *c* oxidase (COX)—suggesting a requirement for maintenance of electron flow in the thylakoid membrane. 

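Of 18 photosystem II genes, psbA and psbK rose and psbH and psbP fell at 8.5 h in light infection, and DESeq2 called only the rises. The photosystem II gene psbH (PMM0251) had log2 changes of -0.69 at 0.5 h and -0.76 at 4.5 h (n = 2 bottles per group). It fell in both, but the call at 4.5 h ended without uninfected replicate 1 (-0.70) or uninfected replicate 2 (-0.83), with DESeq2 and with total-count scaling. Host psbK (PMM0272), which encodes a small photosystem II subunit, rose by a log2 change of 0.79 at 4.5 h (standard error 0.13, adjusted p = 2.44e-05) and 0.85 at 8.5 h (0.13, 0.016), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its RPKM at 8.5 h was 6607 ± 366 (SD, n = 2) against 3753 ± 255. The call at 4.5 h ended without uninfected replicate 1 (0.96) or uninfected replicate 2 (0.63), and that at 8.5 h held without any single bottle. In dark infection psbK lay between -0.35 and 0.11 at all time points and did not pass. Of 23 hli features, 11 rose and none fell in light at 0.5 h (11 when adjusted over the list alone), and 4 rose at 1.5 h (7 higher and 1 lower when adjusted over the list alone). DESeq2 called 9 at 0.5 h and none at 1.5 h. From the rise of these genes in light, the paper proposes that electron flow in the thylakoid membrane needs to be maintained during infection.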

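The gene PMM1629 encodes a type-6 RpoD-like sigma factor, the part of RNA polymerase that selects promoters. At 0.5 h in light its RPKM was 1791 ± 31.3 (SD, n = 2 bottles) in infected and 1124 ± 214.6 in uninfected cells, a log2 change of 0.68 (SE 0.16, adjusted p = 0.0213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without infected replicate 1 (0.68), and without uninfected replicate 1 the change was 0.41. At 8.5 h in dark its RPKM was 739 ± 38.2 in infected and 1246 ± 19.1 in uninfected cells, a log2 change of -0.64 (0.16, 0.0109), lost without uninfected replicate 2 (-0.64). The changes in dark at 2.5 h (-0.37) and 4.5 h (-0.48) did not pass. The infection effect in light minus that in dark was 0.71 at 0.5 h (0.19, 0.139) and 0.44 at 2.5 h (0.18, 0.143), and both calls were lost with DESeq2. It was 0.48 at 8.5 h, where it did not pass. Leaving out almost any bottle also ended the calls, as at 0.5 h without uninfected light replicate 1 (0.44), infected dark replicate 1 (0.65), infected dark replicate 2 (0.77), infected light replicate 1 (0.71) or infected light replicate 2 (0.71). At 2.5 h the value without single bottles ran from 0.27 (uninfected dark replicate 2) to 0.56 (uninfected light replicate 1), and only the omission of uninfected dark replicate 1 left the call in place.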

Host sigma factor RpoD transcripts were enriched in light infection but diminished in dark infection. The possible roles of RpoD and other transcription factors during light and dark infection are addressed in the discussion.

**Fig 3:**
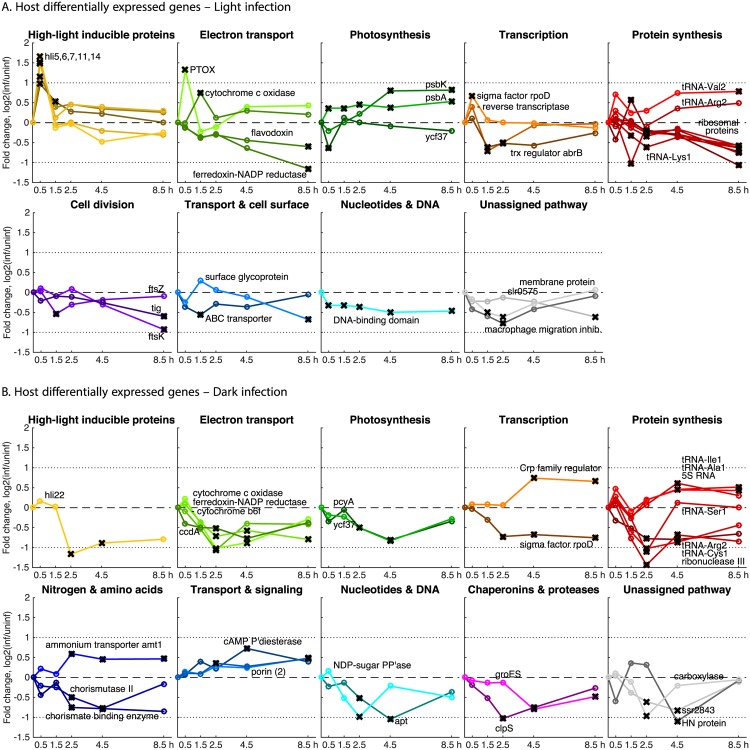
Host differentially expressed genes (DEGs) following infection in the light and dark, organized by pathway. Genes shown were differentially expressed at one or more time point, marked with a black ‘X’ if NOISeq probability *q* > 0.95, and match those in S3 Table. Line color shading is proportional to relative transcript abundance at 0.5 h post-inoculation. Two-fold changes up and down are indicated by dotted lines, and zero fold change is indicated by a dashed line.

The finding that host high-light inducible (*hli)* genes were induced by infection only in the light suggests that this response is not a general stress response to phage infection. 

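In light at 0.5 h, hli11 rose from an RPKM of 1356 ± 325 (SD, n = 2 bottles) to 4268 ± 356, a log2 change of 1.66 (standard error 0.13, adjusted p = 4.8e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene lies at 1334720 to 1334860 on the MED4 chromosome. For hli14 the rise was 1.54 (0.15, 6.4e-07), and for hli5 1.55 (0.19, 2.85e-05). In dark no hli feature passed at 0.5 h or 1.5 h, where no host feature did. At 2.5 h in dark 5 hli features rose and 1 fell among 23. The 5 rises (0.42 to 0.70) did not pass with total-count scaling (0.06 to 0.34) or without infected replicate 1 (0.47 to 0.65), and DESeq2 called 1 of them. Whether the effect differs between light and dark was tested by the interaction, for which hli11 and hli14 passed at 0.5 h. For hli11 the interaction had turned to -0.70 by 8.5 h, a call that ended with DESeq2, with total-count scaling and without 6 of the 8 bottles, from -0.43 (uninfected dark replicate 2) to -0.88 (infected dark replicate 1). From the rise in light alone, the paper proposes that the response is not a general stress response to phage infection.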

To gain insight into this infection-induced response, we compared expression of the 18 unique *hli* genes in *Prochlorococcus* MED4 across various conditions in published transcriptomics studies (S7 Table). 

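In light infection at 0.5 h, hli6 (PMM1399) rose by a log2 change of 1.23 (standard error 0.21, adjusted p = 0.0021) and hli7 by 1.03 (0.17, 0.00145), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on 2 bottles per group. Without uninfected replicate 1 the value of hli6 was 0.82. The features tagged hli17 rose by 1.13 and 1.20, or by 0.66 and 0.55 without uninfected replicate 1, and DESeq2 did not call the second (1.83 without uninfected replicate 2). The rise of hli8 (0.83) ended without uninfected replicate 1 (0.51) or infected replicate 1 (0.73). For hli19 the RPKM was 725.6 ± 7.01 (SD, n = 2) in infected and 412 ± 106 in uninfected cells. This call was lost without uninfected replicate 1, where the log2 change was 0.50 in place of 0.89. At 1.5 h the hli features higher in infected cells were a second feature tagged hli6 (0.75), hli19 (0.59), hli7 (0.53) and hli22 (0.51), none of which was called by DESeq2. Without infected replicate 2 all 4 calls ended (0.95, 0.73, 0.60 and 0.38), as did those of hli6 and hli19 without infected replicate 1 (0.51 and 0.45) and those of hli19 and hli22 without uninfected replicate 1 (0.58 and 0.40). The near-identical copies among hli6 to hli9 and hli16 to hli19 cannot be told apart by their counts.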

The MED4 response to cyanophage P-HM2 infection in light had the same five enriched transcripts as the response to cyanophage P-SSP7 infection [21], and also to high-light stress [41] and iron stress [42], and coincided with a diel expression cluster that peaked around 1:00–2:00 am [43]. Genes transcribed in the early morning in MED4 had corresponding proteins present by sunrise, 2–8 hours later [44]. Iron is a critical metal cofactor for photosystems. Therefore it appears the set of *hli* genes differentially expressed in all these experiments has an important role in responding to the oxidative and other stresses incurred by photosynthesis.

That host *psbA* was enriched in light infection but not dark infection is consistent with a model in which phage-encoded PsbA protein is inserted into photodamaged photosystems to prevent photoinhibition [15, 18, 45–47]. 

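Host psbA (PMM0223) encodes the D1 protein, which is damaged by light and replaced. In light its RPKM was 25982 ± 573 (SD, n = 2 bottles) in infected and 18989.5 ± 1271 in uninfected cells at 2.5 h, a log2 change of 0.54 (standard error 0.14, adjusted p = 0.0823 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 8.5 h it was 27915 ± 1237 against 19333 ± 219, a log2 change of 0.56 (0.13, 0.0854). In dark at 2.5 h the RPKM was 13138 ± 79.3 in infected and 11333 ± 1085 in uninfected cells, and the log2 change of 0.56 (0.18, 0.0853) passed as well. With total-count scaling it was 0.21 and did not pass. The calls in light ended without uninfected replicate 1 (0.50 and 0.56) or uninfected replicate 2 (0.57 and 0.58), and that in dark without infected replicate 1 (0.55) or infected replicate 2 (0.57). Sense reads of the similar phage psbA may add to the host count in light, where the phage gene is abundant.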

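The infection effect in light minus that in dark was tested for both photosystem II genes. For psbA it was 0.30, 0.27, -0.03, 0.15 and 0.32 on the log2 scale from 0.5 h to 8.5 h, and it did not pass at any time point (adjusted p of 0.653, 0.639, 0.959, 0.830 and 0.747 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 bottles per group). For psbK it was 0.84 at 4.5 h (standard error 0.23, adjusted p = 0.113 from edgeR) and 0.72 at 8.5 h (0.22, 0.0728). The call at 4.5 h ended without uninfected light replicate 1 (1.00), uninfected light replicate 2 (0.69), infected dark replicate 1 (1.05) or infected light replicate 2 (0.89). That at 8.5 h ended without uninfected dark replicate 2 (0.66), uninfected light replicate 2 (0.69) or infected dark replicate 1 (0.69). At the earlier time points psbK did not pass.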

As with the host *hli* response, the host *psbA* and *psbK* response was contingent on both infection and light, indicating that photoinhibition and oxidative stress are exacerbated by phage infection in the presence of light.

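The photosystem I assembly gene ycf37 (PMM1663) fell in light infection at 0.5 h from an RPKM of 910 ± 30.5 (SD, n = 2 bottles) to 588 ± 35.7, a log2 change of -0.61 (standard error 0.12, adjusted p = 0.00535 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without infected replicate 2 (-0.57). Of 51 ribosomal protein genes, 7 fell and none rose at 8.5 h in light, among them rpsU (-1.04), which held without any single bottle, and rpmH (-0.74) and rpsO (-0.54), which were lost without uninfected replicate 1 (-0.64 and -0.51). At 0.5 h 1 rose and 1 fell. Among the tRNAs, Lys-TTT and His-GTG fell at 2.5 h with none rising, and at 8.5 h Lys-TTT fell (-0.61) while Val-TAC rose (0.80), both lost without uninfected replicate 1 (-0.59 and 0.57) or infected replicate 2 (-0.40 and 0.69). At 0.5 h 4 tRNAs rose and none fell (1 with total-count scaling). DESeq2 called no tRNA at these times and 6 ribosomal protein genes at 8.5 h. Ferredoxin-NADP reductase, which passes electrons on to NADP, is the product of 2 features. At 8.5 h in light the short feature PMM1402 (360 nt) had an RPKM of 203 ± 48.1 against 452 ± 98.1, and petH (PMM1075, 1113 nt) had 1619.9 ± 442 against 2331 ± 174. The change of petH was -0.50 (0.15, 0.15 from edgeR), a call that ended with DESeq2, without uninfected replicate 1 (-0.42) and without infected replicate 2 (-0.29).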

Host transcripts that were diminished in light infection included photosystem I assembly protein Ycf37 and ferredoxin–NADP^+^ reductase (FNR)—which were also diminished in dark (discussed below)—and translation-related genes including multiple tRNAs and ribosomal proteins, consistent with the significant changes in protein translation that must occur in the shift from host to phage protein synthesis. Cell division transcripts *ftsZ*, *ftsK*, and *tig* were also diminished in light infection. It is notable that *ftsZ* transcripts were also diminished in all dark treatments, suggesting similar inhibitory effects of darkness and infection on cell division.

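At 1.5 h in light, ftsZ stood at an RPKM of 533 ± 63.8 (SD, n = 2 bottles) in infected and 771 ± 38.8 in uninfected cells, a log2 change of -0.52 (standard error 0.13, adjusted p = 0.0349 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without infected replicate 2 it was -0.34 and did not pass. The DNA translocase gene ftsK (PMM1007) fell at 8.5 h, from 415 ± 21.6 to 218 ± 18.7, by a log2 change of -0.90 (0.16, 0.0277) that held without any single bottle. The chaperone gene tig (PMM1655) fell from 648 ± 61.4 to 428 ± 13.7 at 8.5 h, a log2 change of -0.56 (0.13, 0.0854), and was lost without uninfected replicate 1 (-0.46). The infection effect on ftsK in light minus that in dark was -1.02 at 8.5 h (0.24, 0.00882). That call ended with total-count scaling (-0.88) and without uninfected dark replicate 2 (-0.79) or infected dark replicate 1 (-0.83). For tig it was -0.72 (0.23, 0.101), which ended with total-count scaling (-0.58) and without uninfected light replicate 1 (-0.59), uninfected dark replicate 2 (-0.70) or infected dark replicate 1 (-0.55).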

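The change of ftsZ from light to dark in uninfected cells was -0.64 on the log2 scale at 1.5 h, -0.92 at 2.5 h and -2.33 at 4.5 h, and in infected cells it was -1.72 at 4.5 h (n = 2 bottles per group). Only the changes at 4.5 h and 8.5 h reached the limit of 1.5. The infection effect on ftsZ in light minus that in dark was -0.55 at 2.5 h (standard error 0.15, adjusted p = 0.0557 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.62 at 4.5 h (0.20, 0.151), and both calls ended with total-count scaling (-0.26 and -0.39). That at 2.5 h also ended without uninfected light replicate 1 (-0.46), and that at 4.5 h without either uninfected light bottle (-0.73 and -0.51), either infected light bottle (-0.59 and -0.64) or infected dark replicate 1 (-0.52). Day and light regime changed together in the comparison of dark with light.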

#### Host genes differentially expressed in dark infection

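In dark infection no host feature passed at 0.5 h or 1.5 h. At an unadjusted p under 0.05, edgeR's quasi-likelihood test gave 183 features at 0.5 h and 62 at 1.5 h, and DESeq2 called 2 and 0 after adjustment. Leaving out uninfected replicate 1 gave 10 calls at 0.5 h and 40 at 1.5 h, and leaving out uninfected replicate 2 or infected replicate 2 at 0.5 h gave 5 and 1. The effect in light minus that in dark passed for 32 features at 0.5 h (22 positive and 10 negative, 3 of them at an adjusted p under 0.05) and for none at 1.5 h, where 190 had an unadjusted p under 0.05 and DESeq2 called 0. At 0.5 h the number was 2 without uninfected light replicate 1 or infected light replicate 2, 3 without infected dark replicate 1, 5 without infected dark replicate 2, 14 without uninfected dark replicate 2, 19 without infected light replicate 1, 78 without uninfected dark replicate 1 and 83 without uninfected light replicate 2. At 1.5 h it was 4 without uninfected dark replicate 1 and 40 without infected dark replicate 2. The median absolute log2 change over all tested genes in dark infection was 0.14 at both times.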

Few host genes were differentially expressed early in dark infection, consistent with the low efficiency of phage infection (S1 Fig) and gene expression (Fig 1), as expected in an infection slowed by the removal of photosynthetic energy. Later in infection, however, a significant host transcriptional response was observed (Figs 3B, 2A and S3 Table), though largely distinct from the differentially expressed genes observed in light infection. 

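In dark infection 158 host features passed at 2.5 h (37 of them lower), 62 at 4.5 h (17 lower) and 48 at 8.5 h (20 lower), of which 39, 4 and 24 had an adjusted p under 0.05 from edgeR's quasi-likelihood test. Which features were called rested on the scaling. On the TMM scale 76.6%, 72.6% and 58.3% of the calls were higher, and of those with total-count scaling 1.26%, 10.4% and 28.2%, with 40, 29 and 26 features called under both. At 2.5 h the features that rose on the TMM scale included 9 of 18 photosystem II genes, 6 of 9 photosystem I genes and 8 of 51 ribosomal protein genes. With total-count scaling none of these rose, 2 photosystem II genes fell and 3 ribosomal protein genes fell. The nitrogen genes amt1 and urtA (0.87) were called higher under both scalings, as were the DNA repair genes ruvA (0.55) and lexA (0.53) at 8.5 h. The ruvA call ended with DESeq2 and without uninfected replicate 2 (0.52) or infected replicate 1 (0.22; 0.86 without infected replicate 2), and that of lexA without either uninfected bottle (0.62 and 0.44) or infected replicate 1 (0.43). The numbers moved with single bottles. At 2.5 h there were 19 without infected replicate 1, 24 without infected replicate 2 and 274 without uninfected replicate 2. At 4.5 h there were 197 without uninfected replicate 1, 1 without uninfected replicate 2 and 8 without infected replicate 1. At 8.5 h there were 1 without uninfected replicate 2, 23 without infected replicate 1 and 101 without infected replicate 2. The infection effect differed between light and dark for 243 features at 2.5 h, 97 at 4.5 h and 63 at 8.5 h, and 22.2%, 19.6% and 15.9% of these were higher in light (78.7%, 71.2% and 33.3% with total-count scaling). At 2.5 h the number was 26 without uninfected light replicate 1, 97 without infected dark replicate 2 and 103 without infected dark replicate 1, with a like drop without infected light replicate 2. At 4.5 h it was 2 without either uninfected light bottle, 3 without infected dark replicate 1, 13 without infected light replicate 2, 151 without infected dark replicate 2 and 239 without uninfected dark replicate 1. At 8.5 h it was 0 without infected dark replicate 1, 15 without uninfected dark replicate 2, 17 without uninfected light replicate 1 and 27 without infected light replicate 2, and it more than doubled without infected dark replicate 2.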

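The ammonium transporter gene amt1 (PMM0263) rose in dark infection at 2.5 h from an RPKM of 21971 ± 1065 (SD, n = 2 bottles) to 33244.5 ± 32.1, a log2 change of 0.95 (SE 0.20, adjusted p = 0.0448 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call ended without infected replicate 1 (0.94) or infected replicate 2 (0.95), although the value hardly moved. In light it rose by 0.42 at 8.5 h, which ended with DESeq2 and total-count scaling, without infected replicate 2 (0.26) and without uninfected replicate 1 (0.36) or replicate 2 (0.49). The effect on amt1 in light minus that in dark at 2.5 h was -0.65 (0.26, 0.144), which ended with total-count scaling (-0.39), without either uninfected light bottle (-0.69 and -0.62), either infected dark bottle (-0.65 and -0.66) or infected light replicate 2 (-0.48). The porin gene PMM1121 rose in dark at 2.5 h from 6766 ± 381 to 8658 ± 494, by 0.70 (0.16, 0.0506), a call that ended with total-count scaling (0.36) and without infected replicate 1 (0.76) or infected replicate 2 (0.65). It also rose in light at 8.5 h by 0.73 (0.17, 0.0854), lost without uninfected replicate 1 (0.59) or infected replicate 2 (0.39), and the interaction there was 0.08 and did not pass. The Crp family regulator PMM0806 rose in dark at 4.5 h from 933 ± 181 to 1559 ± 148, by 0.94 (0.17, 0.0444), and at 8.5 h by 0.78 (0.15, 0.000351), both lost without uninfected replicate 2 (0.84 and 0.77). Its effect in light minus that in dark was -1.26 at 4.5 h (0.20, 0.0205), a call that held without any single bottle. In dark at 4.5 h tRNA-Ile rose from 12512 ± 2852 to 19139.9 ± 1027, by 0.82 (0.17, 0.065), lost without uninfected replicate 2 (0.69). At 8.5 h tRNA-Ala rose by 0.63 (0.15, 0.0109), lost without uninfected replicate 2 (0.58), and 5S RNA by 0.55 (0.15, 0.0194), lost without uninfected replicate 2 (0.48) or infected replicate 1 (0.38).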

Transcripts enriched only in dark infection included those encoding transport functions (*amt1* for ammonium transporter, several porins), transcription (Crp family), and translation (tRNAs and 5S RNA).

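In dark infection a feature tagged hli22 (PMM0689) fell at 2.5 h from an RPKM of 634 ± 225 (SD, n = 2 bottles) to 283 ± 93.1, a log2 change of -0.82 (standard error 0.30, adjusted p = 0.121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without uninfected replicate 2 the change was -0.29 and without infected replicate 1 it was -0.53, and neither passed. The gene pcyA (PMM0747), of bilin synthesis, fell at 4.5 h from 360 ± 53.2 to 205 ± 29.4, by a log2 change of -0.62 (0.19, 0.159), and RNase III (PMM0949) fell at 2.5 h from 351 ± 69 to 205 ± 5.71, by -0.43 (0.18, 0.165). DESeq2 called neither. The pcyA call also ended without uninfected replicate 2 (-0.36), infected replicate 1 (-0.75) or infected replicate 2 (-0.51), and that of RNase III without the same bottles (-0.11, -0.46 and -0.41). The protease adaptor gene clpS (PMM0686) fell at 2.5 h from 601 ± 67.2 to 295 ± 11.8, by -0.68 (0.17, 0.0572), lost without infected replicate 1 (-0.64). In light at 0.5 h its change was -0.65, a call that ended with DESeq2 and without uninfected replicate 2 (-0.33), infected replicate 1 (-0.72) or infected replicate 2 (-0.60). Of the tRNAs, 6 rose and 5 fell in dark at 2.5 h, and none rose and 11 fell with total-count scaling.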

Diminished transcripts included *hli22* (not among the enriched *hli* transcripts in light infection), PET (cytochrome *b*_6_ *f*, COX, and FNR), pigment biosynthesis (*pcyA*), LPS biosynthesis, proteolysis (*clpS*), nuclease (RNase III), transcription (*rpoD*), and translation (tRNAs). The increase in transcripts of genes encoding several porins and an ammonium transporter (*amt1*) suggests that ammonium and other nutrients may have been limiting to host or phage during dark infection. 

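The cytochrome b6f subunit gene petN (PMM0740) fell in dark infection at 2.5 h from an RPKM of 838 ± 121.1 (SD, n = 2 bottles) to 401 ± 2.28, a log2 change of -0.71 (standard error 0.14, adjusted p = 0.0381 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call held without any single bottle. The infection effect on petN in light minus that in dark at 2.5 h was 0.86 (0.20, 0.0314), which held in the same way. This small subunit is needed for a stable cytochrome b6f complex.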

The decrease in transcripts of genes encoding cytochrome *b*_6_ *f* and COX is notable in that these complexes have been proposed to help maintain electron flow under oxidative stress [48] or phage infection [30]; in fact, we observed COX transcripts to be enriched in light infection.

#### Host genes differentially expressed in both light and dark infection

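Among the 73 host features called in both light and dark infection were amt1, clpS, psbA, the porin genes PMM1119 and PMM1121, hli22 and tRNA-Ile. The limits used were an adjusted p under 0.2 from edgeR's quasi-likelihood test, an absolute log2 change of at least 0.4 and the RPKM minimum. DESeq2 called 25 features in both. Of the 36 entries of S3 Table for light all were called here, and of the 36 for dark 26 were called (9 of 9 at 2.5 h, 11 of 19 at 4.5 h and 6 of 8 at 8.5 h), all in the direction listed.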

Only five host genes, three of which are implicated in PET, were differentially expressed in both light and dark infection using the defined threshold criteria (Fig 2A and S3 Table). Two of the five were enriched in light infection but diminished in dark infection: COX subunit VIb-like and RpoD-like sigma factor. 

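The COX subunit VIb-like gene (PMM0814) rose in light at 1.5 h from an RPKM of 1086 ± 96.7 (SD, n = 2 bottles) to 1820 ± 659, a log2 change of 0.73 (standard error 0.15, adjusted p = 0.0173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without infected replicate 2 it was 0.40 and did not pass. In dark it fell at 2.5 h from 1686 ± 23.4 to 832 ± 80, by a log2 change of -0.67 (0.12, 0.0356), lost without infected replicate 2 (-0.57). At 4.5 h it fell from 1970 ± 156 to 1071 ± 81.9, by -0.68 (0.16, 0.115), lost without uninfected replicate 2 (-0.67) or infected replicate 1 (-0.58). The effect in light minus that in dark was 0.87 at 2.5 h (0.24, 0.0517), lost without uninfected light replicate 1 (0.60), and 0.95 at 4.5 h (0.20, 0.0535), lost without either uninfected light bottle (1.02 and 0.87), infected dark replicate 1 (0.84) or infected light replicate 2 (0.85). At 1.5 h it was 1.02 and did not pass.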

The other three were diminished in both light and dark infection: FNR, tRNA-Arg2, and photosystem I assembly protein Ycf37. 

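In dark at 8.5 h the FNR feature PMM1402 fell from an RPKM of 681 ± 48.9 (SD, n = 2 bottles) to 393 ± 65.9, a log2 change of -0.68 (standard error 0.16, adjusted p = 0.00843 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lost without uninfected replicate 2 (-0.59). The effect in light minus that in dark was -0.49 and did not pass. The tRNA for arginine with anticodon CCG (tRNA-Arg2) fell in light at 1.5 h from 551 ± 177 to 272 ± 9.74, by -1.03 (0.26, 0.0439), which DESeq2 did not call and which was lost without uninfected replicate 1 (-0.66) or infected replicate 2 (-0.99). In dark it fell at 2.5 h from 483 ± 169 to 178 ± 14.6, by -1.06 (0.28, 0.0615), lost without infected replicate 1 (-0.99). In dark ycf37 fell at 4.5 h from 1645 ± 96.2 to 924 ± 144, by -0.64 (0.18, 0.159), lost without uninfected replicate 2 (-0.48) or infected replicate 1 (-0.47).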

A sixth transcript, for PTOX, was significantly enriched early in light infection. 

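PTOX stood at an RPKM of 1465 ± 573 (SD, n = 2 bottles) in infected and 587 ± 276 in uninfected cells at 0.5 h in light. The log2 change was 1.37 (standard error 0.25, adjusted p = 0.00354 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The SD of both groups was wide, and DESeq2 (1.32) did not call it. From 1.5 h to 8.5 h in light the log2 changes of -0.22, -0.02, 0.37 and 0.43 did not pass.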

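In dark infection PTOX had a log2 change of -0.36 at 0.5 h, 0.83 at 1.5 h and 1.18 at 2.5 h (standard error 0.16, adjusted p = 0.0128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 4.5 h it was 1.23 (0.23, 0.0444) and at 8.5 h 0.82 (0.27, 0.108). The RPKM was 204.5 ± 23.7 (SD, n = 2 bottles) in infected and 115 ± 12.8 in uninfected cells at 2.5 h, and 171 ± 12.4 against 83.1 ± 10.2 at 4.5 h. These sums lie below the minimum of 500, so that none of these changes was called in spite of the adjusted p. The effect in light minus that in dark was -1.21 at 2.5 h (0.23, 0.0234), also below that minimum.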

While PTOX was not identified as differentially expressed in dark infection, it did display an increasing trend later in dark infection (Fig 2A). This suggests that the PTOX response, unlike that of other PET genes, is induced in dark infection as well as light.

## Discussion

### Refining the model of photosynthetic electron transport during cyanophage infection

A model for changes in electron flux through photosynthetic electron transport during cyanophage infection has been developed over the last decade [4, 6, 15, 18, 21, 26, 29, 30]. Fig 4 summarizes this synthesis and incorporates observed phage and host gene expression patterns from the present study. In an uninfected cell (Fig 4A) in the light, photosynthetic energy is used to split water, whose electrons flow through the electron transport chain, generating a proton gradient to power ATP synthesis, and the electrons are passed to NADP^+^ to make NADPH for carbon fixation. Under this model, electron transport in uninfected cells is predominantly linear. In an infected cell (Fig 4B) in the light, oxygen rather than NADP^+^ is the main terminal electron acceptor. Mounting evidence supports the hypothesis that cyclic photophosphorylation around photosystem I is the predominant mode of electron transport in phage-infected hosts [20, 27–29], preferentially producing ATP over NADPH. NADPH is not consumed by carbon fixation, which is inhibited under phage infection [26], and instead the pentose phosphate pathway is the primary source of NADPH [4]. The sink of ATP and NADPH is proposed to be cyanophage nucleotide biosynthesis. The additional evidence here in support of the stated model is as follows.

**Fig 4:**
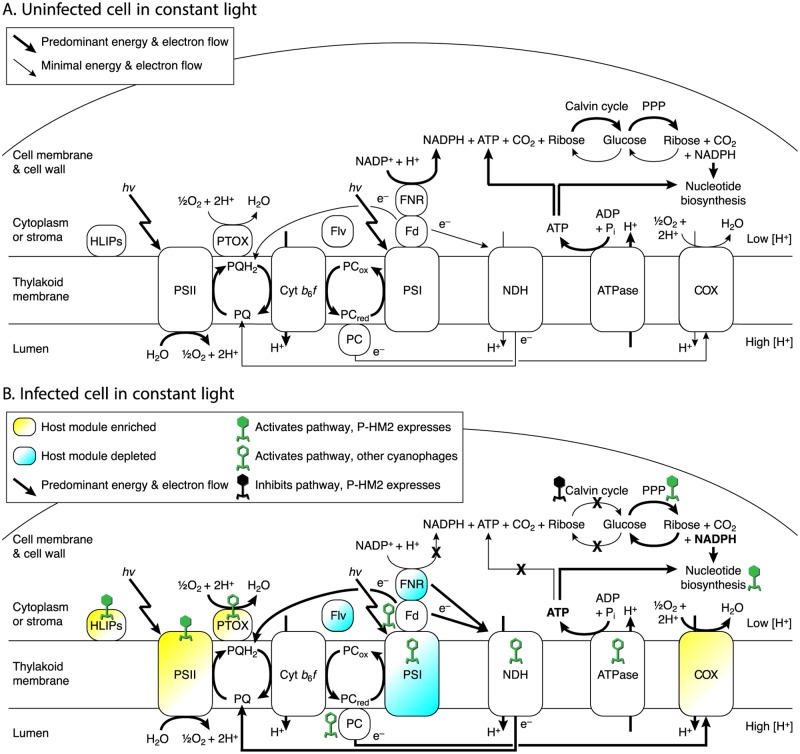
Schematic of proposed flow of electrons, energy, and carbon in cyanophage-infected cyanobacteria in the light. In the dark (not pictured), PET and phage replication are stunted because the cell is not receiving light energy. In the light, however, energy (*hν*) excites electrons in water to travel through the photosynthetic electron chain, with the terminal electron acceptor being NADP^+^ via ferredoxin–NADP^+^ reductase (FNR) in uninfected cells (A) and oxygen via plastoquinol terminal oxidase (PTOX) or cytochrome *c* oxidase (COX) in infected cells (B). Under phage infection, host FNR transcripts are diminished, and therefore the proposed terminal electron acceptor is not NADP^+^. Rather, cyclic electron flow goes through NAD(P)H dehydrogenase (NDH) or direct to plastoquinone, with PTOX serving as the terminal electron acceptor. Cyanophage P-HM2 genes (filled viruses) are transcribed for high-light inducible proteins (HLIPs), photosystem II (PSII), the pentose phosphate pathway (PPP), and nucleotide biosynthesis; additional cyanophage genes not in P-HM2 (unfilled viruses) exist for modules along this metabolic network. NADPH is proposed to be generated from pre-existing reduced carbon (glucose) via the PPP. Any NADPH produced by FNR would be designated for the Calvin cycle by docking of FNR with GAPDH and therefore unproductive because of Calvin cycle inhibition by phage CP12. In this model of light-driven phage infection, therefore, the main source of energy (ATP) is cyclic photosynthesis and of reducing equivalents (NADPH) is the PPP, with ATP and NADPH consumed in the production of nucleotides to replicate the phage genome. Other abbreviations: PQ/PQH2, plastoquinone/plastoquinol (oxidized/reduced); Cyt *b*_6_ *f*, cytochrome *b*_6_ *f*, PC_ox_/PC_red_, plastocyanin (oxidized/reduced); PSI, photosystem I; Fd, ferredoxin; ATPase, F_1_F_0_-ATP synthase.

There are several lines of evidence against NADP^+^ and for oxygen as the terminal electron acceptor during infection. 

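The feature PMM1402, annotated as ferredoxin-NADP reductase and 360 nt long, had a log2 change of -1.13 in light infection at 8.5 h (standard error 0.22, adjusted p = 0.0462 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 bottles). At that time point psbH (-1.11) and rpsU stood next among called features with a product other than hypothetical, and the hypothetical feature MED4-0742 had -1.29. The PMM1402 call was lost without uninfected replicate 1 (-0.89), and that of psbH with DESeq2 and without uninfected replicate 1 (-0.71) or infected replicate 2 (-0.52; -2.04 without infected replicate 1). For PMM1402 at 4.5 h the change was -0.65 (0.19, 0.0708), with an RPKM of 235.2 ± 2.6 (SD, n = 2) against 368 ± 44.5. This call ended with DESeq2, with total-count scaling and without uninfected replicate 1 (-0.55), uninfected replicate 2 (-0.76) or infected replicate 2 (-0.51).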

Transcripts of ferredoxin–NADP^+^ reductase (FNR) were the most diminished of any host gene in light infection. In linear PET, NADP^+^ receives electrons from ferredoxin (Fd) via FNR, and the resulting NADPH is used by glyceraldehyde-3-phosphate dehydrogenase (GAPDH) in the first step of the Calvin cycle. The large decrease in host FNR transcripts during infection points to diminished electron flow through this oxidoreductase. We note that FNR would normally pass NADPH directly to GAPDH via protein–protein docking, meaning that any NADPH produced by FNR would be earmarked for carbon fixation. Docking of enzymes to pass substrates from one enzyme to the next in a pathway is an increasingly recognized feature of bacterial metabolism [49]. FNR is a soluble complex [50], able to bind to ferredoxin on the thylakoid membrane and move through the cytosol. Notably, in pea leaf chloroplasts [51] and diatom plastids [52], FNR binds to glyceraldehyde-3-phosphate dehydrogenase (GAPDH), consistent with NADPH produced by FNR being passed directly to GAPDH. Adding to this idea, the phage gene for CP12, which regulates the Calvin cycle in cyanobacteria [25], was among the most highly expressed phage genes in the light, suggesting that GAPDH in the Calvin cycle is inhibited, consistent with [26]. 

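As a part of phage counts, cp12 did not differ between light and dark at 8.5 h (log2 difference -0.03, adjusted p = 0.958 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 bottles). It took a smaller part in light at 1.5 h (-0.41, standard error 0.11, adjusted p = 0.0009 from edgeR) and at 4.5 h (-0.54, 0.11, 5.02e-06). In dark its rank by mean RPKM was 14 at 2.5 h, 9 at 4.5 h and 17 at 8.5 h, so that it was among the most abundant phage genes in dark too. Its RPKM in light at 8.5 h was 23687 ± 1448 (SD, n = 2).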

A phage ‘strategy’ to down-regulate FNR to produce less NADPH destined for carbon fixation would also benefit from inhibiting carbon fixation.

Host PTOX and COX transcripts were both enriched in light infection, pointing to these as likely terminal oxidases, transferring electrons to the terminal acceptor oxygen (Fig 4). 

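The host carries genes for the aa3-type cytochrome c oxidase subunits. In light infection ctaE (PMM0444) rose by a log2 change of 0.44 at 2.5 h (adjusted p = 0.082 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 bottles), a call that ended with DESeq2, with total-count scaling (0.36) and without uninfected replicate 1 (0.39) or replicate 2 (0.50). The gene ctaC rose by 0.55 at 8.5 h, which ended with DESeq2 and without uninfected replicate 1 (0.42) or infected replicate 2 (0.47). Of the terminal oxidase features, 1 rose and none fell at each of 0.5 h, 1.5 h, 2.5 h and 8.5 h in light. DESeq2 called 1 at 1.5 h and none at the other times. Between dark and light at 8.5 h, ctaD was lower in dark by a log2 change of -1.08 in uninfected and -1.20 in infected cells. The paper proposes from the rise of PTOX and COX that both act as terminal oxidases during infection.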

PTOX is thought to function as a safety valve for PET in cyanobacteria, passing electrons from the PQ pool (plastoquinol, reduced; plastoquinone, oxidized) to oxygen when PQ becomes overly reduced [53, 54]. Such over-reduction can occur under high light [55], and when photosystem I [56] and carbon fixation [57] are unable to accept electron flow. *Prochlorococcus* PTOX gene expression is induced by high light [41], iron starvation [42], and inorganic carbon limitation [57]. *Synechococcus* WH8102 PTOX, a distant homolog of those in *Prochlorococcus* and cyanophage, can reduce oxygen with electrons from plastoquinone [53], consistent with cyclic electron flow around PSII, eliminating the need for PSI and FNR-mediated NADPH production [30]. COX also uses oxygen as its terminal acceptor [58] and can accept electrons from PQ when PSI is absent [56]. 

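None of 9 photosystem I genes passed at any time point in light infection. The smallest p at 0.5 h was that of psaD, with a log2 change of -0.39 (n = 2 bottles), and the median of the 9 genes was -0.23 at 0.5 h, -0.14 at 1.5 h, -0.01 at 2.5 h, -0.11 at 4.5 h and -0.06 at 8.5 h. Adjusted over the list alone, 1 gene fell at 4.5 h and none at the other times. The effect of infection on the assembly gene ycf37 in light minus that in dark was -0.43 at 0.5 h and 0.52 at 4.5 h and did not pass (adjusted p of 0.358 and 0.281 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In dark infection psaE (0.78), psaC (0.80), psaF (0.59) and psaD (0.59) rose at 4.5 h on the TMM scale. In the same order, these calls ended with total-count scaling (0.57, 0.59, 0.39 and 0.40), without uninfected replicate 2 (0.50, 0.48, 0.62 and 0.60) and without infected replicate 1 (0.64, 0.68, 0.49 and 0.45). That of psaF also ended without infected replicate 2 (0.68), and without uninfected replicate 1 psaE was at 1.17 and psaC at 1.28.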

PSI may have been down-regulated in light infection, as expression of *ycf37*, encoding photosystem I assembly protein Ycf37 [59], was diminished. The increase in host COX transcripts in light infection supports a recent hypothesis [30] for the role of this complex in accepting electrons from the plastocyanin (PC) pool during infection (Fig 4).

The expression dynamics of both phage and host genes support the hypothesis that the PPP is the major source of NAPDH during infection. 

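The ratio of light to dark RPKM (2 bottles each) for phage cp12 was 2.55 at 0.5 h, 11.7 at 1.5 h, 27.0 at 2.5 h, 33.1 at 4.5 h and 420 at 8.5 h. For talC it was 4.73, 11.7, 26.4, 35.7 and 715. As a part of phage counts, talC was lower in light at 4.5 h by a log2 difference of -0.43 (standard error 0.11, adjusted p = 0.000414 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and higher at 8.5 h by 0.71 (0.23, 0.0927). The light and dark cultures were run on different days.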

Phage genes for the PPP enzyme transaldolase (*talC*) and the Calvin cycle inhibitor CP12 (*cp12*) highly expressed during light infection (S4D Fig). Early in light infection, host genes for the key Calvin cycle enzymes glyceraldehyde-3-phosphate dehydrogenase (*gap2*) and phosphoribulokinase (*prkB*) are diminished (S4 Fig) while the host gene for CP12 (*cp12*) is enriched (S4C Fig). 

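The gene gap2 encodes the glyceraldehyde-3-phosphate dehydrogenase of the Calvin cycle, and prk (PMM0785, 746750 to 747649) phosphoribulokinase. In light, gap2 had an RPKM of 479 ± 49.7 (SD, n = 2 bottles) in infected and 529 ± 53.6 in uninfected cells at 0.5 h, a log2 change of -0.13 (standard error 0.12, adjusted p = 0.70 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 1.5 h it was -0.30 (0.12, 0.204), which did not pass either. For prk the log2 change was -0.14 at 0.5 h and -0.27 at 1.5 h, and it did not pass (adjusted p of 0.713 and 0.288). It fell at 8.5 h from 2833 ± 231 to 2004 ± 80.9, by -0.47 (0.12, 0.114), lost without uninfected replicate 1 (-0.38). No other of the 11 Calvin cycle genes passed in light at any time point. The count tables carry no locus tag for host cp12, and it was not analysed here.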

The Calvin cycle and pentose phosphate pathway (PPP) run in counter directions and cannot productively run at the same time (S4E Fig). In the light, therefore, the down-regulation of the Calvin cycle and up-regulation of the PPP inferred from both host and phage transcription indicates the PPP is active and is poised to oxidize carbon stores to produce NADPH and possibly pentose sugars for phage nucleotide biosynthesis.

NADPH produced by the PPP in infected cells would be available for nucleotide biosynthesis, in particular ribonucleotide reductase (RNR) activity. 

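The phage genes nrdA (PHM2_175, 153678 to 155978) and nrdB (PHM2_176, 155957 to 157141) encode the subunits of ribonucleotide reductase, which makes deoxyribonucleotides. In light, nrdA had an RPKM of 5462 ± 423 (SD, n = 2 bottles) at 2.5 h (rank 63 of all phage genes) and 6364 ± 585 at 4.5 h (rank 78). For nrdB the values were 6456 ± 400 (rank 54) and 8715 ± 266 (rank 53). Their light to dark ratios were 23.9 and 27.6 at 2.5 h, 52.9 and 47.0 at 4.5 h, and 933 and 426 at 8.5 h, where few dark counts stand behind the ratio.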

RNR genes (*nrdA* and *nrdB*) were among the highly expressed phage middle cluster. If NADPH produced by the PPP is consumed by dNTP biosynthesis, one might expect the NADPH/NADP^+^ ratio to remain steady, not increase [30]. However, the stoichiometry of dNTPs required for phage replication, plus the high expression of phage RNR, imply an increase in RNR activity during infection, and thus increased NADPH consumption. Under these assumptions, an increase in the NADPH/NADP^+^ ratio can only mean an increase in NADPH production.

### The role of light in cyanophage infection

The comparison of infection in light versus dark provides insight into light-dependent regulation of cyanophage infection. The transcriptional pattern of *rpoD* (host RpoD-like sigma factor 70) in particular is notable. Host sigma factors are required for T4-like phage expression of middle and late genes [60], and the host sigma factor encoded by *rpoD* is a likely candidate for this role. Because *rpoD* transcription is enriched in the light and depleted in the dark, this could be a primary mechanism for regulation of phage development by light. Additionally, transcripts of *copG*, for the transcription factor CopG, were enriched in the dark in both infected and uninfected treatments. 

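Between dark and light the sigma factor PMM1629 did not keep a single direction. In uninfected cells its log2 change was -0.63 at 0.5 h and 1.27 at 8.5 h, and in infected cells -1.35 and 0.76 (n = 2 bottles per group), so that it was lower in dark early and higher in dark late. The sigma factors PMM1289, PMM0577 and PMM1697 were lower in dark at 8.5 h under every scaling. For PMM0577 the changes were -3.00 in uninfected and -2.70 in infected cells, and for PMM1697 -1.40 and -1.58. Each passed at the limit of 0.4 in edgeR's quasi-likelihood test. Day and light regime cannot be separated in these comparisons.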

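The regulator gene copG (PMM1176) had a log2 change from light to dark of 1.58 at 2.5 h, 2.55 at 4.5 h and 3.07 at 8.5 h in uninfected cells. The change at 2.5 h was 1.47, below the limit, without light replicate 1. The adjusted p at 8.5 h was 6.95e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 2 bottles). In infected cells it was 1.15 at 2.5 h, 2.39 at 4.5 h and 2.72 at 8.5 h.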

CopG is a transcriptional repressor that hinders binding of RNA polymerase to promoter regions [61], which could contribute to additional repression of phage transcription in the dark. However, under lab-controlled diel conditions, CopG from this same strain (MED4) was maximally expressed in the daytime (see CyCOG 3686 at proportal.mit.edu and [43]), and therefore its transcription appears to react differently to gradual versus dramatic shifts between light and dark.

It is also notable that the phage transcriptional program was able to proceed in the same order in the dark as in the light, albeit with much lower efficiency. This could be due to low-level infection by wild-type phage using residual host energy stores, following a defined program dependent on available energy but independent of light. This could also be explained by a small population of mutant phage whose transcription is not repressed in the dark, although we have no evidence of direct dark-dependent repression of phage transcription in our study. 

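In dark infection the early class of S2 Table made up 95.9% of phage counts at 0.5 h and 8.44% at 1.5 h. By share of phage counts in dark, 18 of 20 early genes were highest at 0.5 h, 79 of 137 middle genes at 1.5 h and 41 at 2.5 h, and of 85 late genes 6 at 2.5 h, 34 at 4.5 h and 45 at 8.5 h. In light, 19 early genes were highest at 0.5 h, 40 middle genes at 1.5 h and 55 at 2.5 h, and 19 late genes at 4.5 h and 66 at 8.5 h. The mean RPKM of early genes in dark went from 3842 ± 548 (SD, n = 2 bottles) at 0.5 h to 132.7 ± 14.9 at 1.5 h.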

Future work to try to isolate any such mutants, and to determine the effects of adding back light to dark-inoculated cultures, including over a 24-h light–dark cycle, would be fruitful.

## Conclusion

The results presented here provide insight into the role of light in cyanophage–host transcription and cyanophage takeover of host metabolism. The transcriptional patterns, particularly of the host genes, point to key steps in host phototrophic metabolism toward a metabolic landscape that supports phage reproduction. In particular, it appears that one reason phage infection is enhanced by light is that phage can direct PET to favor cyclic photophosphorylation and ATP production, using oxidases as terminal electron acceptors. Depletion of host FNR transcripts during infection in the light, and putative protein–protein docking between FNR and GAPDH in the Calvin cycle, point towards minimal NADPH production by PET. Phage augmentation of the pentose phosphate pathway provides a more direct mechanism for NADPH production, where NADPH is not destined for a counter-productive pathway (carbon fixation), but rather both ATP and NADPH are available for nucleotide synthesis for phage genome replication. Support of this model will require biochemical understanding of its individual elements, such as protein complexes with FNR and CP12, and changes in the flow of electrons as infection proceeds. Investigations into the intrinsic role of light will eventually need to incorporate the host’s light–dark cycle and cell cycle [62], which are confounding but ultimately essential aspects of this phage–host metabolic parasitism in the wild.

## Supporting Information

S1 Fig Infection dynamics and pyridine nucleotide ratios in light and dark experiments. Data are replotted from [4], with the difference that time after inoculation is 0.5 h later than previously reported to better reflect the time to process samples. (A–C) Genome copies were quantified by qPCR of *g20* (phage) and *rnpB* (host). Error bars represent standard deviations of two biological and three technical replicates. (D–F) Pyridine nucleotide data are ratios of NADPH/NADP^+^ (reduced/oxidized forms of NADPH), NADP(H)/NAD(H) [phosporylated/unphosphorylated forms of NADP(H)], and ratios of infected to uninfected values of those two ratios. Error bars represent standard deviations of two biological and two technical replicates.
(PDF)

S2 Fig Fraction of host and phage reads in light and dark experiments. Note that the y-axis is linear in the light plot (A) and logarithmic in the dark plot (B).

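The figure sets phage reads beside host reads at each time. In uninfected libraries phage features held between 49 and 173 sense counts, except in 2 dark libraries. Replicate 1 at 0.5 h held 874, or 0.0383% of phage plus host sense counts (Wilson 95% interval 0.0359 to 0.0410, for counting error only), and replicate 2 at 2.5 h held 437, or 0.0170% (0.0155 to 0.0187). Subtracting this background changed no phage share by as much as the difference between bottles.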

(PDF)

S3 Fig Genomic context of differential gene expression and sense/antisense ratio in light and dark infection. Average fold change (log2(infected/uninfected)) for early (blue; 0.5, 1.5 h) and late (red; 2.5, 4.5, 8.5 h) portions of (A) light and (B) dark infection experiments. Averages across all treatments and time points of (C) sense RNA (mRNA, green) and antisense RNA (asRNA, pink) levels (RPKM-normalized), and (D) ratio of sense to antisense RNA (black). Each gene is a point, with genes numbered from 1 to 2015 along the MED4 chromosome. Genomic islands ISL1–ISL5 in MED4 (Coleman et al., Genomic islands and the ecology and evolution of *Prochlorococcus*. Science. 2006;311(5):1768–1770) are shown for reference (cyan).

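Antisense counts made up 9.36% to 14.3% of host counts per library. The ratio of mean antisense RPKM to mean sense RPKM over all 40 libraries had a median of 0.170 over 2013 host features, so that most genes were read mainly from the sense strand. These ratios use the same total on both strands, the host sense counts.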

(PDF)

S4 Fig Expression dynamics of host Calvin cycle and pentose phosphate pathway genes, including genes shared between the two pathways, in infection in light and dark. Note the y-scale in host PPP genes (C) spans a wider range than in host Calvin cycle genes (A) and host shared PPP/Calvin cycle genes (B). Also shown is (D) phage PPP gene expression in light and dark. (E) Pathway diagram shown for reference; key genes are bolded: *cp12* (CP12; host and phage), *prkB* (PRK; host), *gap2* (GAPDH; host), and *talB* (TalB, host)/*talC* (TalC, phage).

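The figure follows Calvin cycle genes, pentose phosphate genes and genes of both. Of 6 pentose phosphate genes none passed in light infection at any time point, and in dark infection tal (0.42) and tktA (0.53) rose at 2.5 h on the TMM scale of edgeR's quasi-likelihood test (n = 2 bottles per group). Of the Calvin cycle genes glpX (0.40), prk (0.42) and tktA rose in dark at 2.5 h and none at other times in dark. With total-count scaling the calls of tal and prk (0.07 each), glpX (0.05) and tktA (0.18) ended. The calls of tal, prk and tktA also ended without uninfected replicate 1 (0.33, 0.27 and 0.36), infected replicate 1 (0.45, 0.46 and 0.51) or infected replicate 2 (0.39, 0.37 and 0.54), and that of glpX without either infected bottle (0.42 and 0.38). Between dark and light at 8.5 h, tal was lower in dark by a log2 change of -1.78 in uninfected and -1.10 in infected cells.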

(PDF)

S1 Table Functions and parameters used for detection of differential host gene expression. The packages used were DESeq2 (v.1.2.5) and NOISeq (v.2.2.1) from the Bioconductor program in R.

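The table lists the functions behind the authors' calls, for which a gene had to be found by both NOISeq and DESeq2. Here edgeR replaced the pair, with DESeq2 as an alternative. For light infection at 0.5 h DESeq2 called 30 features where edgeR's quasi-likelihood test called 84. On the simulated counts DESeq2 found 46.3% of changes of log2 0.5 with 0.649% of its calls unchanged genes.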

(PDF)

S2 Table Phage gene expression clusters during light and dark infection. Genes were clustered by RPKM-normalized transcript levels into five clusters (A–E), designated as early (A), middle (B, C), and late (D, E), based on timing and pattern of gene expression. Listed are NCBI locus tags, gene names (where available), expression clusters in light and dark, and whether those clusters are the same.

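For each phage gene the table gives the cluster in light and in dark, from time profiles that were scaled so that only timing counts. The clusters were rebuilt here from the counts. Profiles were also simulated with known classes and the noise of the light or dark bottles. Partitioning these simulated profiles with k = 3 returned 100% and 98.8% of genes to their class. The rebuilt clusters came from measured profiles and another k, so this recovery cannot show how reliable those clusters are. Leaving out single bottles gave 92.1% to 94.2% of genes in the same class in light and dark.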

(PDF)

S3 Table Differential transcript abundance of host genes in light and dark in infected relative to uninfected cultures. RPKM-normalized counts and log2(fold change) are given for infected relative to uninfected duplicates (NOISeq) in light (Part A) and dark (Part B). NCBI locus tags for *Prochlorococcus* MED4 are provided. DEGs listed are those detected by both NOISeq and DESeq2 (S1 Table), with an absolute value of log2(fold change) ≥0.4 and total counts at that time point ≥500. Hypothetical proteins are excluded.

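The fold changes in the table are ratios of mean RPKM of 2 bottles. Of its 72 entries, 62 were called here, all in the direction listed. Of the 10 that were not called, 9 passed with total-count scaling, which is the scale of the table, and 2 with DESeq2.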

(PDF)

S4 Table Differential transcript abundance of host genes in uninfected and infected cultures in the dark relative to the light. RPKM-normalized counts and log2(fold change) are given for dark relative to light duplicates (NOISeq) in uninfected (Part A) and infected (Part B). NCBI locus tags for *Prochlorococcus* MED4 are provided. DEGs listed are those detected by both NOISeq and DESeq2 (S1 Table), with an absolute value of log2(fold change) ≥1.5 and total counts at that time point ≥500. Hypothetical proteins are excluded.

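The table holds large differences between dark and light and leaves out hypothetical proteins. The largest falls called here at 8.5 h were of hypothetical features (log2 change -3.73 in both uninfected and infected cells). Of its 50 entries for uninfected cells 42 were called here, and of its 55 for infected cells 41, all in the direction listed. All 22 others passed at a log2 limit of 0.4 in place of 1.5, and all 22 passed with total-count scaling, so they lie near the limit. Light and dark bottles were taken on different days.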

(PDF)

S5 Table Differential transcript abundance of host antisense RNAs in light and dark in infected relative to uninfected cultures. RPKM-normalized counts and log2(fold change) are given for infected relative to uninfected duplicates (NOISeq) in light (Part A) and dark (Part B). NCBI locus tags for *Prochlorococcus* MED4 are provided. DEGs listed are those detected by both NOISeq and DESeq2 (S1 Table), with an absolute value of log2(fold change) ≥0.4 and total counts at that time point ≥100. Hypothetical proteins are excluded in Part B.

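The table lists changes of transcripts read from the strand opposite a gene. In light infection 19, 53, 54, 2 and 28 features passed from 0.5 h to 8.5 h, and 169 in dark infection at 1 or more time points, with the same test on antisense counts and an RPKM sum of at least 100. Of the 53 entries of the table, 44 were called, all in the direction listed. The antisense of psbA had the largest rise in light, a log2 change of 3.65 at 2.5 h, 4.53 at 4.5 h and 3.87 at 8.5 h (adjusted p = 1.6e-43 at 8.5 h from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 bottles), where antisense reads of the phage psbA may be counted as well. In dark the antisense of PMM0335, the gene beside PTOX, rose by 1.40 at 2.5 h and 1.16 at 4.5 h. Without infected replicate 1 the count in dark was 37, without infected replicate 2 it was 55, and with total-count scaling it was 421. In light the number at 1 or more time points was 65 without infected replicate 2, and DESeq2 called 9 in light and 44 in dark.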

(PDF)

S6 Table Host genes with antisense/sense ratios averaged across all samples greater than 10. NCBI locus tags for *Prochlorococcus* MED4 are provided. Hypothetical proteins are included.

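The ratio in the table is antisense over sense RPKM averaged over all 40 libraries. Here 38 features had a ratio above 10, of which the highest was that of an unnamed hypothetical feature at 979983 to 980132 (16430.6). Another at 324080 to 324202, near PTOX, had a ratio of 1884. A fatty acid desaturase (des, PMM1378) had 60.8 and guanylate kinase (gmk, PMM0467) 32.7. The highest ratio rests on 44 sense counts in all libraries together, and the next on 147. When antisense RPKM was scaled to antisense counts alone, 244 features had a ratio above 10, a setting chosen after the data were seen.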

(PDF)

S7 Table High-light inducible gene expression in *Prochlorococcus* MED4. Previously conducted experiments have examined the transcriptome of *Prochlorococcus* MED4 under a diel (light–dark) cycle [43], high-light stress [41], low dissolved ammonium and urea (Tolonen et al., Global gene expression of *Prochlorococcus* ecotypes in response to changes in nitrogen availability. Mol Syst Biol. 2006;2:53), low dissolved phosphate (Martiny et al., Phosphate acquisition genes in *Prochlorococcus* ecotypes: Evidence for genome-wide adaptation. Proc Natl Acad Sci USA. 2006;103(33):12552–12557), low dissolved iron [42], low dissolved inorganic carbon [57], and infection by podovirus P-SSP7 in continuous light [21]. Experiments presented here examined the transcriptome of *Prochlorococcus* MED4 under infection by myovirus P-HM2 in continuous light or following a shift to dark. Plus and minus signs indicate transcripts enriched or diminished in the respective treatment. Brackets around signs indicate transcripts detected as enriched or diminished by only one of NOISeq or DESeq2.

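For this study's own columns, a sign marks an hli gene called in light or dark infection. Here the hli features higher in light at 0.5 h were hli5, hli6, hli7, hli8, hli11, hli14, hli17 and hli19, some with more than 1 feature under the tag. In dark hli22 fell at 8.5 h (-0.67), lost with DESeq2 and without uninfected replicate 2 (-0.54) or infected replicate 1 (-0.51). A second feature with the same tag fell at 4.5 h (-1.12), lost without the same bottles (-1.002 and -0.77).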

(PDF)

# Supplementary material for: Gene Expression Patterns during Light and Dark Infection of Prochlorococcus by Cyanophage
**Source:** PLoS One. 2016 Oct 27;11(10):e0165375. doi: 10.1371/journal.pone.0165375
**Supplement:** S1 Table — The packages used were DESeq2 (v.1.2.5) and NOISeq (v.2.2.1) from the Bioconductor program in R.

S1 Table

	DESeq2	NOISeq
Prefiltering count data<br>(NOISeq function<br>used for both)	<code>filtered.data</code><br><code>method=1</code><br><code>cv.cutoff=10</code><br><code>cpm=5</code>	<code>filtered.data</code><br><code>method=1</code><br><code>cv.cutoff=10</code><br><code>cpm=5</code>
Calculating differential<br>expression statistics	<code>estimateSizeFactors</code><br><code>estimateDispersions</code><br><code>nbinomWaldTest</code>	<code>noiseqbio</code><br><code>k=0.5</code><br><code>norm=rpkm</code><br><code>lc=1</code><br><code>r=50</code><br><code>adj=1.5</code><br><code>nclust=15</code><br><code>a0per=0.9</code><br><code>random.seed=12345</code><br><code>filter=0</code>
Reporting differentially<br>expressed genes	<code>results</code><br><code>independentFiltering=FALSE</code><br><code>padj<0.2</code><br><code>abs(log2FoldChange)>0.5</code>	<code>degenes</code><br><code>q=0.95</code>

# Supplementary material for: Gene Expression Patterns during Light and Dark Infection of Prochlorococcus by Cyanophage
**Source:** PLoS One. 2016 Oct 27;11(10):e0165375. doi: 10.1371/journal.pone.0165375
**Supplement:** S2 Table — Genes were clustered by RPKM-normalized transcript levels into five clusters (A–E), designated as early (A), middle (B, C), and late (D, E), based on timing and pattern of gene expression. Listed are NCBI locus tags, gene names (where available), expression clusters in light and dark, and whether those clusters are the same.

S2 Table

Locus tag	Gene	Light	Dark	Same?	Locus tag	Gene	Light	Dark	Same?	Locus tag	Gene	Light	Dark	Same?	Locus tag	Gene	Light	Dark	Same?
PHM2_001	<i>g59</i>	Mid (B)	Mid (C)	+ (–)	PHM2_062		Early (A)	Early (A)	+ (+)	PHM2_123		Mid (C)	Late (D)	– (–)	PHM2_184		Mid (C)	Mid (C)	+ (+)
PHM2_002		Mid (B)	Mid (C)	+ (–)	PHM2_063		Early (A)	Early (A)	+ (+)	PHM2_124		Late (D)	Late (D)	+ (+)	PHM2_185		Late (D)	Late (D)	+ (+)
PHM2_003		Mid (B)	Mid (C)	+ (–)	PHM2_064		Early (A)	Early (A)	+ (+)	PHM2_125	<i>g3</i>	Late (D)	Late (D)	+ (+)	PHM2_186		Late (D)	Late (D)	+ (+)
PHM2_004		Mid (C)	Mid (C)	+ (+)	PHM2_065		Early (A)	Early (A)	+ (+)	PHM2_126	<i>uvyY</i>	Late (D)	Late (D)	+ (+)	PHM2_187		Mid (C)	Mid (C)	+ (+)
PHM2_005		Mid (C)	Mid (C)	+ (+)	PHM2_066		Early (A)	Early (A)	+ (+)	PHM2_127	<i>uvyW</i>	Late (D)	Late (D)	+ (+)	PHM2_188		Mid (B)	Mid (B)	+ (+)
PHM2_006		Mid (C)	Mid (C)	+ (+)	PHM2_067		Early (A)	Early (A)	+ (+)	PHM2_128		Late (D)	Late (D)	+ (+)	PHM2_189		Mid (B)	Mid (B)	+ (+)
PHM2_007		Mid (C)	Mid (C)	+ (+)	PHM2_068		Early (A)	Early (A)	+ (+)	PHM2_129	<i>g55</i>	Mid (C)	Mid (C)	+ (+)	PHM2_190		Mid (B)	Mid (C)	+ (–)
PHM2_008		Mid (C)	Mid (C)	+ (+)	PHM2_069		Early (A)	Early (A)	+ (+)	PHM2_130		Mid (C)	Mid (C)	+ (+)	PHM2_191		Late (E)	Late (D)	+ (–)
PHM2_009	<i>denV</i>	Mid (C)	Mid (C)	+ (+)	PHM2_070		Early (A)	Early (A)	+ (+)	PHM2_131	<i>g47</i>	Mid (C)	Mid (C)	+ (+)	PHM2_192		Late (E)	Late (D)	+ (–)
PHM2_010		Mid (C)	Mid (C)	+ (+)	PHM2_071		Mid (B)	Early (A)	– (–)	PHM2_132		Mid (C)	Late (D)	– (–)	PHM2_193		Late (D)	Late (D)	+ (+)
PHM2_011		Mid (C)	Mid (C)	+ (+)	PHM2_072		Early (A)	Early (A)	+ (+)	PHM2_133	<i>g46</i>	Mid (C)	Late (D)	– (–)	PHM2_194		Late (D)	Late (D)	+ (+)
PHM2_012		Mid (C)	Mid (C)	+ (+)	PHM2_073		Early (A)	Early (A)	+ (+)	PHM2_134		Mid (B)	Mid (B)	+ (+)	PHM2_195		Mid (C)	Mid (C)	+ (+)
PHM2_013	<i>g32</i>	Mid (B)	Mid (C)	+ (–)	PHM2_074		Early (A)	Early (A)	+ (+)	PHM2_135		Early (A)	Mid (B)	– (–)	PHM2_196		Late (D)	Mid (C)	– (–)
PHM2_014		Late (E)	Late (E)	+ (+)	PHM2_075		Mid (B)	Mid (B)	+ (+)	PHM2_136	<i>cobS</i>	Early (A)	Mid (B)	– (–)	PHM2_197		Late (E)	Late (E)	+ (+)
PHM2_015	<i>g53</i>	Late (E)	Late (E)	+ (+)	PHM2_076		Mid (B)	Mid (B)	+ (+)	PHM2_137		Mid (B)	Mid (B)	+ (+)	PHM2_198	<i>hli03</i>	Mid (B)	Mid (B)	+ (+)
PHM2_016	<i>g48</i>	Late (E)	Late (E)	+ (+)	PHM2_077		Mid (B)	Mid (C)	+ (–)	PHM2_138	<i>g45</i>	Mid (B)	Mid (C)	+ (–)	PHM2_199	<i>hli03</i>	Mid (B)	Mid (C)	+ (–)
PHM2_017	<i>g2</i>	Late (E)	Late (E)	+ (+)	PHM2_078		Mid (B)	Mid (C)	+ (–)	PHM2_139		Mid (B)	Mid (C)	+ (–)	PHM2_200	<i>hli03</i>	Mid (B)	Mid (B)	+ (+)
PHM2_018	<i>g4</i>	Late (E)	Late (E)	+ (+)	PHM2_079		Mid (B)	Mid (C)	+ (–)	PHM2_140	<i>g44</i>	Mid (C)	Mid (C)	+ (+)	PHM2_201	<i>hli04</i>	Mid (B)	Mid (B)	+ (+)
PHM2_019		Late (E)	Late (E)	+ (+)	PHM2_080		Mid (C)	Mid (C)	+ (+)	PHM2_141		Mid (B)	Mid (C)	+ (–)	PHM2_202		Mid (B)	Mid (C)	+ (–)
PHM2_020	<i>g26</i>	Late (E)	Late (E)	+ (+)	PHM2_081		Late (D)	Late (D)	+ (+)	PHM2_142		Mid (B)	Mid (C)	+ (–)	PHM2_203		Mid (C)	Mid (C)	+ (+)
PHM2_021	<i>g51</i>	Late (E)	Late (E)	+ (+)	PHM2_082		Late (D)	Late (D)	+ (+)	PHM2_143	<i>dam</i>	Mid (C)	Mid (C)	+ (+)	PHM2_204		Mid (C)	Mid (C)	+ (+)
PHM2_022		Late (E)	Late (E)	+ (+)	PHM2_083		Late (D)	Late (D)	+ (+)	PHM2_144		Mid (C)	Mid (C)	+ (+)	PHM2_205		Mid (C)	Mid (C)	+ (+)
PHM2_023		Late (E)	Late (E)	+ (+)	PHM2_084	<i>g25</i>	Late (E)	Late (D)	+ (–)	PHM2_145	<i>g62</i>	Mid (C)	Mid (C)	+ (+)	PHM2_206		Mid (C)	Mid (C)	+ (+)
PHM2_024		Late (E)	Late (E)	+ (+)	PHM2_085	<i>g6</i>	Late (E)	Late (E)	+ (+)	PHM2_146	<i>regA</i>	Late (D)	Late (D)	+ (+)	PHM2_207		Mid (C)	Mid (C)	+ (+)
PHM2_025	<i>g5</i>	Late (D)	Late (E)	+ (–)	PHM2_086	<i>g7</i>	Late (E)	Late (E)	+ (+)	PHM2_147	<i>hsp20</i>	Mid (C)	Mid (C)	+ (+)	PHM2_208		Mid (B)	Mid (C)	+ (–)
PHM2_026	<i>g5</i>	Late (D)	Mid (C)	– (–)	PHM2_087	<i>g8</i>	Late (E)	Late (E)	+ (+)	PHM2_148		Mid (B)	Mid (B)	+ (+)	PHM2_209		Mid (C)	Mid (C)	+ (+)
PHM2_027		Late (D)	Late (E)	+ (–)	PHM2_088		Late (E)	Late (E)	+ (+)	PHM2_149	<i>dam</i>	Mid (C)	Mid (C)	+ (+)	PHM2_210		Mid (C)	Mid (C)	+ (+)
PHM2_028		Mid (C)	Mid (C)	+ (+)	PHM2_089		Late (E)	Late (E)	+ (+)	PHM2_150		Mid (C)	Mid (C)	+ (+)	PHM2_211		Mid (C)	Mid (C)	+ (+)
PHM2_029		Mid (B)	Mid (C)	+ (–)	PHM2_090		Late (E)	Late (E)	+ (+)	PHM2_151		Mid (C)	Mid (C)	+ (+)	PHM2_212	<i>psbA</i>	Mid (C)	Mid (C)	+ (+)
PHM2_030		Mid (B)	Mid (C)	+ (–)	PHM2_091		Late (E)	Late (E)	+ (+)	PHM2_152		Mid (C)	Mid (C)	+ (+)	PHM2_213	<i>psbD</i>	Mid (C)	Mid (C)	+ (+)
PHM2_031	<i>cpeT</i>	Mid (B)	Mid (C)	+ (–)	PHM2_092		Late (E)	Late (E)	+ (+)	PHM2_153		Mid (B)	Mid (C)	+ (–)	PHM2_214		Mid (B)	Mid (B)	+ (+)
PHM2_032		Late (E)	Late (D)	+ (–)	PHM2_093		Late (E)	Late (E)	+ (+)	PHM2_154	<i>g43</i>	Mid (C)	Mid (C)	+ (+)	PHM2_215	<i>g7</i>	Mid (C)	Mid (C)	+ (+)
PHM2_033		Late (E)	Late (E)	+ (+)	PHM2_094	<i>g7</i>	Late (E)	Late (E)	+ (+)	PHM2_155	<i>uvyX</i>	Mid (C)	Mid (C)	+ (+)	PHM2_216		Mid (C)	Mid (C)	+ (+)
PHM2_034		Late (E)	Late (E)	+ (+)	PHM2_095		Late (E)	Late (E)	+ (+)	PHM2_156		Mid (C)	Mid (C)	+ (+)	PHM2_217		Mid (C)	Mid (C)	+ (+)
PHM2_035		Late (E)	Late (E)	+ (+)	PHM2_096		Late (E)	Late (E)	+ (+)	PHM2_157	<i>g41</i>	Mid (C)	Mid (C)	+ (+)	PHM2_218		Mid (C)	Mid (C)	+ (+)
PHM2_036		Late (E)	Late (E)	+ (+)	PHM2_097		Late (E)	Late (E)	+ (+)	PHM2_158	<i>hn</i>	Mid (C)	Mid (C)	+ (+)	PHM2_219		Late (D)	Late (D)	+ (+)
PHM2_037		Late (D)	Late (D)	+ (+)	PHM2_098		Late (E)	Late (E)	+ (+)	PHM2_159	<i>mazG</i>	Mid (C)	Mid (C)	+ (+)	PHM2_220		Late (D)	Late (D)	+ (+)
PHM2_038		Mid (C)	Mid (C)	+ (+)	PHM2_099		Late (D)	Late (D)	+ (+)	PHM2_160		Mid (C)	Mid (C)	+ (+)	PHM2_221		Mid (C)	Mid (C)	+ (+)
PHM2_039		Mid (C)	Mid (C)	+ (+)	PHM2_100		Late (D)	Late (D)	+ (+)	PHM2_161		Late (D)	Mid (C)	– (–)	PHM2_222		Mid (C)	Mid (C)	+ (+)
PHM2_040		Mid (C)	Mid (C)	+ (+)	PHM2_101		Late (D)	Late (D)	+ (+)	PHM2_162		Late (D)	Late (D)	+ (+)	PHM2_223		Mid (C)	Mid (C)	+ (+)
PHM2_041	<i>denV</i>	Mid (C)	Mid (C)	+ (+)	PHM2_102		Late (E)	Late (D)	+ (–)	PHM2_163		Late (D)	Late (E)	+ (–)	PHM2_224		Mid (C)	Late (D)	– (–)
PHM2_042		Mid (C)	Mid (C)	+ (+)	PHM2_103		Late (E)	Late (E)	+ (+)	PHM2_164		Late (E)	Late (E)	+ (+)	PHM2_225		Mid (C)	Mid (C)	+ (+)
PHM2_043	<i>dam</i>	Mid (C)	Mid (C)	+ (+)	PHM2_104		Mid (C)	Mid (C)	+ (+)	PHM2_165		Late (D)	Late (D)	+ (+)	PHM2_226		Mid (C)	Mid (C)	+ (+)
PHM2_044		Mid (B)	Mid (B)	+ (+)	PHM2_105		Mid (C)	Mid (C)	+ (+)	PHM2_166		Mid (C)	Mid (C)	+ (+)	PHM2_227	<i>cp12</i>	Mid (C)	Mid (C)	+ (+)
PHM2_045		Mid (B)	Mid (B)	+ (+)	PHM2_106		Late (E)	Late (E)	+ (+)	PHM2_167	<i>tlmH</i>	Mid (C)	Mid (C)	+ (+)	PHM2_228	<i>talC</i>	Mid (C)	Mid (C)	+ (+)
PHM2_046		Mid (B)	Mid (C)	+ (–)	PHM2_107	<i>g13</i>	Late (E)	Late (E)	+ (+)	PHM2_168		Late (D)	Late (D)	+ (+)	PHM2_229		Mid (B)	Mid (C)	+ (–)
PHM2_047		Mid (C)	Mid (C)	+ (+)	PHM2_108	<i>g14</i>	Late (E)	Late (E)	+ (+)	PHM2_169		Late (E)	Late (D)	+ (–)	PHM2_230		Mid (C)	Mid (C)	+ (+)
PHM2_048		Mid (B)	Mid (B)	+ (+)	PHM2_109	<i>g15</i>	Late (E)	Late (E)	+ (+)	PHM2_170		Late (E)	Late (D)	+ (–)	PHM2_231		Mid (C)	Mid (C)	+ (+)
PHM2_049		Mid (B)	Mid (B)	+ (+)	PHM2_110	<i>g16</i>	Late (E)	Late (E)	+ (+)	PHM2_171		Late (D)	Late (D)	+ (+)	PHM2_232	<i>nrnC</i>	Mid (B)	Mid (C)	+ (–)
PHM2_050		Mid (B)	Mid (B)	+ (+)	PHM2_111		Late (E)	Late (E)	+ (+)	PHM2_172		Mid (C)	Mid (C)	+ (+)	PHM2_233		Mid (B)	Mid (C)	+ (–)
PHM2_051		Mid (B)	Mid (B)	+ (+)	PHM2_112		Late (D)	Late (D)	+ (+)	PHM2_173		Mid (B)	Mid (C)	+ (–)	PHM2_234		Mid (C)	Mid (C)	+ (+)
PHM2_052		Mid (B)	Mid (B)	+ (+)	PHM2_113		Late (D)	Mid (C)	– (–)	PHM2_174	<i>g61</i>	Mid (C)	Mid (C)	+ (+)	PHM2_235		Mid (C)	Mid (C)	+ (+)
PHM2_053		Mid (B)	Mid (B)	+ (+)	PHM2_114		Late (D)	Mid (C)	– (–)	PHM2_175	<i>nrnA</i>	Mid (C)	Mid (C)	+ (+)	PHM2_236		Mid (C)	Mid (C)	+ (+)
PHM2_054		Mid (B)	Mid (B)	+ (+)	PHM2_115	<i>g17</i>	Late (D)	Mid (C)	– (–)	PHM2_176	<i>nrnB</i>	Mid (C)	Mid (C)	+ (+)	PHM2_237		Mid (C)	Mid (C)	+ (+)
PHM2_055		Mid (B)	Mid (B)	+ (+)	PHM2_116	<i>g18</i>	Late (E)	Late (E)	+ (+)	PHM2_177		Mid (C)	Mid (C)	+ (+)	PHM2_238	<i>td</i>	Mid (C)	Mid (C)	+ (+)
PHM2_056		Early (A)	Early (A)	+ (+)	PHM2_117	<i>g19</i>	Late (E)	Late (E)	+ (+)	PHM2_178		Mid (C)	Mid (C)	+ (+)	PHM2_239		Mid (C)	Mid (C)	+ (+)
PHM2_057		Early (A)	Early (A)	+ (+)	PHM2_118	<i>g20</i>	Late (D)	Late (D)	+ (+)	PHM2_179		Mid (C)	Late (D)	– (–)	PHM2_240	<i>phoH</i>	Mid (C)	Mid (C)	+ (+)
PHM2_058		Early (A)	Early (A)	+ (+)	PHM2_119		Late (E)	Late (D)	+ (–)	PHM2_180		Mid (C)	Late (D)	– (–)	PHM2_241		Mid (B)	Mid (C)	+ (–)
PHM2_059		Early (A)	Early (A)	+ (+)	PHM2_120	<i>g21</i>	Late (E)	Late (D)	+ (–)	PHM2_181		Mid (B)	Late (D)	– (–)	PHM2_242	<i>g33</i>	Mid (B)	Mid (C)	+ (–)
PHM2_060		Early (A)	Early (A)	+ (+)	PHM2_121	<i>g22</i>	Late (E)	Late (E)	+ (+)	PHM2_182		Mid (C)	Mid (C)	+ (+)					
PHM2_061		Early (A)	Early (A)	+ (+)	PHM2_122	<i>g23</i>	Late (E)	Late (E)	+ (+)	PHM2_183		Mid (C)	Mid (C)	+ (+)

# Supplementary material for: Gene Expression Patterns during Light and Dark Infection of Prochlorococcus by Cyanophage
**Source:** PLoS One. 2016 Oct 27;11(10):e0165375. doi: 10.1371/journal.pone.0165375
**Supplement:** S3 Table — RPKM-normalized counts and log2(fold change) are given for infected relative to uninfected duplicates (NOISeq) in light (Part A) and dark (Part B). NCBI locus tags for Prochlorococcus MED4 are provided. DEGs listed are those detected by both NOISeq and DESeq2 (S1 Table), with an absolute value of log2(fold change) ≥0.4 and total counts at that time point ≥500. Hypothetical proteins are excluded.

S3 Table (Part A)

Locus tag	Counts (RPKM)		Fold ch.<br>(log ₂)	Gene name and function	Pathway
	Inf.	Uninf.			
*** Light: 0.5 h post-inoculation (phage or spent medium) ***					
PMM1385	4269	1356	1.654 ↑	<i>hli11</i> , High light inducible protein	Light stress response
PMM1404	837	292	1.521 ↑	<i>hli5</i> , High light inducible protein	Light stress response
PMM1135	1401	500	1.487 ↑	<i>hli14</i> , High light inducible protein	Light stress response
PMM0336	1465	587	1.320 ↑	Plastoquinol terminal oxidase (PTOX)	Photosynthetic electron transport
PMM1399	774	347	1.156 ↑	<i>hli6</i> , High light inducible protein	Light stress response
PMM1398	744	379	0.972 ↑	<i>hli7</i> , High light inducible protein	Light stress response
PMM1629	1791	1124	0.672 ↑	Cyanobacteria-specific RpoD-like sigma factor, type-6	Transcription
PMM1663	588	910	−0.631 ↓	Photosystem I assembly related protein Ycf37	Photosynthesis: PSI
*** Light: 1.5 h post-inoculation (phage or spent medium) ***					
PMM0814	1820	1086	0.744 ↑	Cytochrome <i>c</i> oxidase subunit VIb-like	Photosynthetic electron transport
RNA_15	272	551	−1.021 ↓	tRNA-Arg2, tRNA-Arg-CCG	Protein translation
PMM0510	1266	2068	−0.708 ↓	Possible reverse transcriptase, RNA-dependent	Reverse transcription
PMM0573	4844	7419	−0.615 ↓	AbrB family transcriptional regulator	Transcriptional regulation
PMM0290	218	320	−0.558 ↓	Possible ABC transporter, ATP-binding component	Transport
PMM1309	533	771	−0.533 ↓	<i>ftsZ</i> , Cell division protein FtsZ (EC 3.4.24.-)	Cell division
*** Light: 2.5 h post-inoculation (phage or spent medium) ***					
PMM0223	25985	18992	0.452 ↑	<i>psbA</i> , Photosystem II protein D1 (PsbA)	Photosynthesis: PSII
PMM1167	297	510	−0.778 ↓	Macrophage migration inhibitory factor family	(unknown)
PMM1568	1580	2424	−0.617 ↓	Hypothetical membrane protein	Membrane proteins
*** Light: 4.5 h post-inoculation (phage or spent medium) ***					
PMM0272	6299	3626	0.797 ↑	<i>psbK</i> , Photosystem II protein PsbK	Photosynthesis: PSII
PMM0573	3204	4931	−0.622 ↓	AbrB family transcriptional regulator (part 2)	Transcriptional regulation
PMM1148	2821	3981	−0.497 ↓	Possible 7kD DNA-binding domain	DNA-binding domains
*** Light: 8.5 h post-inoculation (phage or spent medium) ***					
PMM0272	6608	3754	0.816 ↑	<i>psbK</i> , Photosystem II protein PsbK	Photosynthesis: PSII
RNA_17	1806	1051	0.781 ↑	tRNA-Val2, tRNA-Val-TAC	Protein translation
PMM0223	27918	19335	0.530 ↑	<i>psbA</i> , Photosystem II protein D1 (PsbA)	Photosynthesis: PSII
PMM1402	203	452	−1.152 ↓	Ferredoxin-NADP(+) reductase (EC 1.18.1.2) (FNR)	Photosynthetic electron transport
PMM0987	1481	3102	−1.067 ↓	<i>rpsU</i> , SSU ribosomal protein S21p	Ribosome
PMM1007	218	415	−0.928 ↓	Cell division protein FtsK	Cell division
PMM1183	2051	3476	−0.761 ↓	<i>rpmH</i> , LSU ribosomal protein L34p	Ribosome
PMM0870	3918	6476	−0.725 ↓	<i>rpmG</i> , LSU ribosomal protein L33p	Ribosome
PMM0732	657	1048	−0.674 ↓	Possible major surface glycoprotein	Cell surface glycoproteins
RNA_8	1792	2774	−0.630 ↓	tRNA-Lys1, tRNA-Lys-TTT	Protein translation
PMM0870	4417	6814	−0.625 ↓	<i>rpmG</i> , SSU ribosomal protein S18p	Ribosome
PMM0500	602	920	−0.611 ↓	Cyanobacterial protein slr0575	(unknown)
PMM1171	766	1160	−0.598 ↓	<i>isiB</i> , Flavodoxin 1	Photosynthetic electron transport
PMM1655	428	648	−0.598 ↓	<i>tig</i> , Cell division trigger factor (EC 5.2.1.8)	Cell division
PMM1344	1691	2522	−0.577 ↓	<i>rplU</i> , LSU ribosomal protein L21p	Ribosome
PMM0943	2555	3798	−0.572 ↓	<i>rpsO</i> , SSU ribosomal protein S15p (S13e)	Ribosome

S3 Table (Part B)

Locus tag	Counts (RPKM)		Fold ch.<br>(log ₂)	Gene name and function	Pathway
	Inf.	Uninf.			
*** Dark: 0.5 h post-inoculation (phage or spent medium) ***					
No differentially expressed genes detected above thresholds					
*** Dark: 1.5 h post-inoculation (phage or spent medium) ***					
No differentially expressed genes detected above thresholds					
*** Dark: 2.5 h post-inoculation (phage or spent medium) ***					
PMM0263	33247	21973	0.597 ↑	<i>amt1</i> , Ammonium transporter family	Transport
RNA_15	178	483	−1.435 ↓	tRNA-Arg2, tRNA-Arg-CCG	Protein translation
PMM0689	283	634	−1.164 ↓	<i>hli22</i> , High light inducible protein	Light stress response
RNA_20	198	426	−1.106 ↓	tRNA-Ser1, tRNA-Ser-GCT	Protein translation
PMM0740	401	839	−1.065 ↓	<i>petN</i> , Cytochrome <i>b</i> ₆ <i>f</i> complex subunit VIII	Photosynthetic electron transport
PMM0686	295	601	−1.029 ↓	<i>clpS</i> , ATP-dependent Clp protease adaptor protein ClpS	Proteolysis
PMM0814	832	1686	−1.019 ↓	Cytochrome <i>c</i> oxidase subunit VIb-like	Photosynthetic electron transport
PMM1503	250	495	−0.986 ↓	Possible NDP-sugar pyrophosphorylase, LPS biosynthesis	Lipopolysaccharide biosynthesis
PMM1588	269	527	−0.971 ↓	Possible conserved carboxylase domain	(unknown)
*** Dark: 4.5 h post-inoculation (phage or spent medium) ***					
PMM0806	1559	933	0.740 ↑	Bacterial regulatory proteins, Crp family	Transcriptional regulation
PMM0941	3461	2090	0.727 ↑	Possible cAMP phosphodiesterases class-II precursor	Signal transduction
RNA_3	19142	12513	0.613 ↑	tRNA-Ile1, tRNA-Ile-GAT	Protein translation
RNA_4	10701	7789	0.458 ↑	tRNA-Ala1, tRNA-Ala-TGC	Protein translation
PMM0263	29002	21119	0.458 ↑	<i>amt1</i> , Ammonium transporter family	Transport
PMM0689	151	371	−1.294 ↓	<i>hli22</i> , High light inducible protein	Light stress response
PMM1400	1763	3777	−1.099 ↓	Possible hemagglutinin-neuraminidase	Viral proteins
PMM1122	599	1237	−1.046 ↓	<i>apt</i> , Adenine phosphoribosyltransferase (EC 2.4.2.7)	Purine metabolism
PMM0814	1071	1970	−0.879 ↓	Cytochrome <i>c</i> oxidase subunit VIb-like	Photosynthetic electron transport
RNA_16	214	389	−0.864 ↓	tRNA-Cys1, tRNA-Cys-GCA	Protein translation
PMM1663	924	1645	−0.832 ↓	Photosystem I assembly related protein Ycf37	Photosynthesis: PSI
PMM0691	209	370	−0.824 ↓	Tryptophan-rich protein DUF2389, Ssr2843 homolog	(unknown)
PMM0747	205	360	−0.812 ↓	<i>pcyA</i> , Phycocyanobilin:ferredoxin oxidoreductase (EC 1.3.7.5)	Porphyrin and chlorophyll metabolism
PMM1437	4805	8345	−0.796 ↓	<i>groES</i> , Heat shock protein 60 family co-chaperone GroES	Molecular chaperones
PMM0949	195	338	−0.795 ↓	COG1939: Ribonuclease III family protein	Nucleases
PMM2011	271	466	−0.781 ↓	Possible chorismate binding enzyme	(unknown)
PMM1181	209	358	−0.775 ↓	<i>tyrA</i> , Chorismate mutase II (EC 5.4.99.5)	Phe, Tyr and Trp biosynthesis
PMM1459	258	441	−0.771 ↓	<i>ccdA</i> , Cytochrome <i>c</i> -type biogenesis protein CcdA	Photosynthetic electron transport
PMM0686	460	777	−0.756 ↓	ATP-dependent Clp protease adaptor protein ClpS	Proteolysis
*** Dark: 8.5 h post-inoculation (phage or spent medium) ***					
PMM0806	1652	1046	0.659 ↑	Bacterial regulatory proteins, Crp family	Transcriptional regulation
RNA_4	12439	8693	0.517 ↑	tRNA-Ala1, tRNA-Ala-TGC	Protein translation
PMM1119	4183	2991	0.484 ↑	<i>som</i> , Possible porin	Transport
PMM1121	8685	6262	0.472 ↑	<i>som</i> , Possible porin	Transport
PMM0263	17076	12368	0.465 ↑	<i>amt1</i> , Ammonium transporter family	Transport
RNA_41	4234	3140	0.431 ↑	5S RNA	Protein translation
PMM1402	393	681	−0.794 ↓	Ferredoxin-NADP(+) reductase (EC 1.18.1.2) (FNR)	Photosynthetic electron transport
PMM1629	739	1246	−0.753 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-6	Transcription

# Supplementary material for: Gene Expression Patterns during Light and Dark Infection of Prochlorococcus by Cyanophage
**Source:** PLoS One. 2016 Oct 27;11(10):e0165375. doi: 10.1371/journal.pone.0165375
**Supplement:** S4 Table — RPKM-normalized counts and log2(fold change) are given for dark relative to light duplicates (NOISeq) in uninfected (Part A) and infected (Part B). NCBI locus tags for Prochlorococcus MED4 are provided. DEGs listed are those detected by both NOISeq and DESeq2 (S1 Table), with an absolute value of log2(fold change) ≥1.5 and total counts at that time point ≥500. Hypothetical proteins are excluded.

S4 Table (Part A)

Locus tag	Counts (RPKM)		Fold ch.<br>(log ₂)	Gene name and function	Pathway
	Dark	Light			
*** Uninfected: 0.5 h post-inoculation (spent medium) ***					
No differentially expressed genes detected above thresholds					
*** Uninfected: 1.5 h post-inoculation (spent medium) ***					
PMM0356	10999	2995	1.877 ↑	Proline iminopeptidase (EC 3.4.11.5)	Arginine and proline metabolism
*** Uninfected: 2.5 h post-inoculation (spent medium) ***					
PMM0356	14094	1490	3.242 ↑	Proline iminopeptidase (EC 3.4.11.5)	Arginine and proline metabolism
PMM1176	1696	550	1.626 ↑	Possible Helix-turn-helix protein, CopG family	Transcriptional regulation
PMM1289	214	640	-1.582 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-12	RNA polymerase
*** Uninfected: 4.5 h post-inoculation (spent medium) ***					
PMM0356	11503	1484	2.955 ↑	Proline iminopeptidase (EC 3.4.11.5)	Arginine and proline metabolism
PMM1176	2387	370	2.691 ↑	Possible Helix-turn-helix protein, CopG family	Transcriptional regulation
PMM1058	490	94	2.379 ↑	<i>petG</i> , Cytochrome b6-f complex subunit V (PetG)	Photosynthesis
PMM1400	3777	1174	1.686 ↑	Possible hemagglutinin-neuraminidase	Viral proteins
PMM1179	386	123	1.649 ↑	Permease of the drug/metabolite transporter (DMT) superfamily	Transport
PMM1289	86	682	-2.993 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-12	RNA polymerase
PMM1309	164	749	-2.192 ↓	<i>ftsZ</i> , Cell division protein FtsZ (EC 3.4.24.-)	Cell division
PMM0502	158	626	-1.984 ↓	Single-stranded DNA-binding protein	Replication
PMM0577	271	974	-1.844 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-14	Transcriptional regulation
PMM0244	315	1074	-1.768 ↓	<i>dcd</i> , Deoxycytidine triphosphate deaminase (EC 3.5.4.13)	Pyrimidine metabolism
PMM1711	292	902	-1.629 ↓	<i>sps</i> , Sucrose phosphate synthase(EC:2.4.1.14)	Starch and sucrose metabolism
PMM0245	276	832	-1.594 ↓	cob(I)alamin adenosyltransferase	Porphyrin and chlorophyll metabolism
PMM1697	462	1367	-1.565 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-13	RNA polymerase
PMM0243	226	663	-1.549 ↓	<i>thyX</i> , Thymidylate synthase thyX (EC 2.1.1.-)	Pyrimidine metabolism
*** Uninfected: 8.5 h post-inoculation (spent medium) ***					
PMM0356	14936	1565	3.255 ↑	Proline iminopeptidase (EC 3.4.11.5)	Arginine and proline metabolism
PMM1176	2905	391	2.893 ↑	Possible Helix-turn-helix protein, CopG family	Transcriptional regulation
PMM1058	1619	229	2.82 ↑	<i>petG</i> , Ribosomal RNA small subunit methyltransferase D (EC 2.1.1.-)	Photosynthesis
PMM1179	498	151	1.722 ↑	Permease of the drug/metabolite transporter (DMT) superfamily	Transport
PMM0747	489	170	1.52 ↑	<i>pcyA</i> , Phycocyanobilin:ferredoxin oxidoreductase (EC 1.3.7.5)	Porphyrin and chlorophyll metabolism
PMM1289	72	809	-3.487 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-12	RNA polymerase
PMM1309	62	637	-3.355 ↓	<i>ftsZ</i> , Cell division protein FtsZ (EC 3.4.24.-)	Cell division
PMM0577	122	1109	-3.18 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-14	Transcriptional regulation
PMM0245	112	846	-2.917 ↓	cob(I)alamin adenosyltransferase	Porphyrin and chlorophyll metabolism
PMM1711	159	1051	-2.724 ↓	<i>sps</i> , Sucrose phosphate synthase(EC:2.4.1.14)	Starch and sucrose metabolism
PMM0244	154	1010	-2.711 ↓	<i>dcd</i> , Deoxycytidine triphosphate deaminase (EC 3.5.4.13)	Pyrimidine metabolism
PMM0502	93	530	-2.514 ↓	Single-stranded DNA-binding protein	Replication
PMM0243	124	570	-2.196 ↓	<i>thyX</i> , Thymidylate synthase thyX (EC 2.1.1.-)	Pyrimidine metabolism
PMM0330	100	456	-2.19 ↓	Possible LysM domain	Cell membrane
PMM0779	112	482	-2.11 ↓	<i>purS</i> , Phosphoribosylformylglycinamide synthase (EC 6.3.5.3)	Purine metabolism
PMM0661	262	1109	-2.081 ↓	<i>nrdJ</i> , Ribonucleotide reductase class II (B12-dependent) (EC 1.17.4.1)	Purine and pyrimidine metabolism
PMM0576	131	549	-2.069 ↓	COG3339 conserved hypothetical protein	(unknown)
PMM0660	802	3322	-2.051 ↓	Possible RNA recognition motif (RRM)	Translational regulation
PMM0519	363	1410	-1.958 ↓	<i>talB</i> , Transaldolase (EC 2.2.1.2)	Pentose phosphate pathway
PMM0970	297	1109	-1.899 ↓	<i>urtA</i> , Urea ABC transporter, substrate binding protein UrtA	ABC transporters
N/A	147	544	-1.893 ↓	Protein family PM-1	(unknown)
PMM1611	164	599	-1.87 ↓	<i>thiC</i> , Thiamin biosynthesis protein ThiC	Thiamine metabolism
PMM1321	771	2759	-1.839 ↓	Bacterial histone-like DNA-binding protein	DNA-binding proteins
PMM1150	223	746	-1.741 ↓	Thioredoxin reductase (EC 1.8.1.9)	Pyrimidine metabolism
PMM0387	165	526	-1.676 ↓	<i>aroD</i> , 3-dehydroquinate dehydratase II (EC 4.2.1.10)	Phe, Tyr and Trp biosynthesis
PMM0920	197	624	-1.665 ↓	<i>glnA</i> , Glutamine synthetase type I (EC 6.3.1.2)	Alanine, aspartate and glutamate metabolism
PMM1657	391	1181	-1.596 ↓	<i>clpX</i> , ATP-dependent Clp protease ATP-binding subunit ClpX	Proteolysis
PMM1148	1281	3829	-1.579 ↓	Possible 7kD DNA-binding domain	DNA-binding proteins
PMM1697	367	1095	-1.579 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-13	RNA polymerase
PMM0258	239	687	-1.52 ↓	<i>glyA</i> , Serine hydroxymethyltransferase (EC 2.1.2.1)	Glycine, serine and threonine metabolism
PMM1145	146	413	-1.502 ↓	<i>pntB</i> , NAD(P) transhydrogenase subunit beta (EC 1.6.1.2)	Nicotinate and nicotinamide metabolism
PMM1568	888	2513	-1.501 ↓	Hypothetical membrane protein	Membrane proteins

S4 Table (Part B)

Locus tag	Counts (RPKM)		Fold ch.<br>(log ₂)	Gene name and function	Pathway
	Dark	Light			
*** Infected: 0.5 h post-inoculation (phage) ***					
PMM0336	209	1465	−2.806 ↓	Plastoquinol terminal oxidase	Photosynthetic electron transport
PMM0817	110	657	−2.573 ↓	<i>hli17</i> , High light inducible protein	Light stress response
PMM1135	300	1401	−2.226 ↓	<i>hli14</i> , High light inducible protein	Light stress response
PMM1399	177	774	−2.127 ↓	<i>hli6</i> , High light inducible protein	Light stress response
PMM0817	188	768	−2.028 ↓	<i>hli17</i> , High light inducible protein	Light stress response
PMM0815	195	764	−1.972 ↓	<i>hli19</i> , High light inducible protein	Light stress response
PMM1399	154	586	−1.926 ↓	<i>hli6</i> , High light inducible protein	Light stress response
PMM1385	1246	4269	−1.777 ↓	<i>hli11</i> , High light inducible protein	Light stress response
PMM1398	234	744	−1.668 ↓	<i>hli7</i> , High light inducible protein	Light stress response
PMM1404	269	837	−1.639 ↓	<i>hli5</i> , High light inducible protein	Light stress response
*** Infected: 1.5 h post-inoculation (phage) ***					
PMM0356	10006	1898	2.398 ↑	Proline iminopeptidase (EC 3.4.11.5)	Arginine and proline metabolism
*** Infected: 2.5 h post-inoculation (phage) ***					
PMM0356	14796	1292	3.518 ↑	Proline iminopeptidase (EC 3.4.11.5)	Arginine and proline metabolism
PMM1289	207	656	−1.666 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-12	RNA polymerase
PMM1539	189	548	−1.533 ↓	<i>adk</i> , Adenylate kinase (EC 2.7.4.3)	Purine metabolism
*** Infected: 4.5 h post-inoculation (phage) ***					
PMM0356	17034	1229	3.793 ↑	Proline iminopeptidase (EC 3.4.11.5)	Arginine and proline metabolism
PMM1176	2236	451	2.311 ↑	Possible Helix-turn-helix protein, CopG family	Transcriptional regulation
PMM0348	2839	888	1.676 ↑	Possible Spectrin repeat	Cytoskeleton
PMM1289	89	707	−2.995 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-12	RNA polymerase
PMM1711	251	1053	−2.07 ↓	<i>sps</i> , Sucrose phosphate synthase(EC:2.4.1.14)	Starch and sucrose metabolism
PMM0243	224	863	−1.946 ↓	<i>thyX</i> , Thymidylate synthase thyX (EC 2.1.1.-)	Pyrimidine metabolism
PMM0244	352	1286	−1.871 ↓	<i>dcd</i> , Deoxycytidine triphosphate deaminase (EC 3.5.4.13)	Pyrimidine metabolism
PMM1309	190	661	−1.801 ↓	<i>ftsZ</i> , Cell division protein FtsZ (EC 3.4.24.-)	Cell division
PMM0245	284	924	−1.701 ↓	<i>cob(I)</i> alamin adenosyltransferase	Porphyrin and chlorophyll metabolism
PMM0577	345	1038	−1.587 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-14	Transcriptional regulation

(continued on next page)

S4 Table (Part B) (continued)

Locus tag	Counts (RPKM)		Fold ch.<br>(log ₂)	Gene name and function	Pathway
	Dark	Light			
*** Infected: 8.5 h post-inoculation (phage) ***					
PMM0356	15827	1379	3.521 ↑	Proline iminopeptidase (EC 3.4.11.5)	Arginine and proline metabolism
PMM1176	2772	517	2.424 ↑	Possible Helix-turn-helix protein, CopG family	Transcriptional regulation
PMM0348	4088	1155	1.824 ↑	Possible Spectrin repeat	Cytoskeleton
PMM1400	3120	1043	1.581 ↑	Possible hemagglutinin-neuraminidase	Viral proteins
PMM1289	72	731	-3.35 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-12	RNA polymerase
PMM1309	67	597	-3.145 ↓	<i>ftsZ</i> , Cell division protein FtsZ (EC 3.4.24.-)	Cell division
PMM0577	140	1113	-2.994 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-14	Transcriptional regulation
PMM0245	115	895	-2.957 ↓	cob(I)alamin adenosyltransferase	Porphyrin and chlorophyll metabolism
PMM0244	165	1232	-2.9 ↓	<i>dcd</i> , Deoxycytidine triphosphate deaminase (EC 3.5.4.13)	Pyrimidine metabolism
PMM1711	168	1251	-2.896 ↓	<i>sps</i> , Sucrose phosphate synthase(EC:2.4.1.14)	Starch and sucrose metabolism
PMM0243	136	725	-2.412 ↓	<i>thyX</i> , Thymidylate synthase thyX (EC 2.1.1.-)	Pyrimidine metabolism
PMM0502	99	523	-2.403 ↓	Single-stranded DNA-binding protein	Replication
PMM1321	663	2902	-2.131 ↓	Bacterial histone-like DNA-binding protein	DNA-binding proteins
PMM1145	112	445	-1.99 ↓	<i>pntB</i> , NAD(P) transhydrogenase subunit beta (EC 1.6.1.2)	Nicotinate and nicotinamide metabolism
PMM0661	260	1014	-1.96 ↓	<i>nrdJ</i> , Ribonucleotide reductase class II (B12-dependent) (EC 1.17.4.1)	Purine and pyrimidine metabolism
RNA_15	107	409	-1.938 ↓	tRNA-Arg2, tRNA-Arg-CCG	Protein translation
PMM0576	124	474	-1.936 ↓	COG3339 conserved hypothetical protein	(unknown)
PMM0779	123	469	-1.929 ↓	<i>purS</i> , Phosphoribosylformylglycinamide synthase (EC 6.3.5.3)	Purine metabolism
PMM1697	308	1134	-1.879 ↓	Cyanobacteria-specific RpoD-like sigma factor, type-13	RNA polymerase
PMM1146	212	746	-1.815 ↓	PntA-2, NAD(P) transhydrogenase alpha subunit (EC 1.6.1.2)	Nicotinate and nicotinamide metabolism
PMM1380	184	624	-1.761 ↓	HAD-superfamily hydrolase, subfamily IA, variant 3	Hydrolase (unknown)
PMM1150	211	694	-1.719 ↓	Thioredoxin reductase (EC 1.8.1.9)	Pyrimidine metabolism
PMM0258	214	690	-1.692 ↓	<i>glyA</i> , Serine hydroxymethyltransferase (EC 2.1.2.1)	Glycine, serine and threonine metabolism
PMM0660	810	2438	-1.59 ↓	Possible RNA recognition motif (RRM)	Translational regulation
N/A	267	804	-1.589 ↓	tRNA-Leu3, tRNA-Leu-CAA	Protein translation
PMM1611	189	549	-1.536 ↓	<i>thiC</i> , Thiamin biosynthesis protein ThiC	Thiamine metabolism
PMM0740	362	1041	-1.524 ↓	<i>petN</i> , Cytochrome b6f complex subunit VIII	Photosynthesis
PMM0117	404	1158	-1.52 ↓	TPR-repeat protein, specific for cyanobacteria	(unknown)
PMM0128	356	1018	-1.515 ↓	<i>rpaA</i> , Two-component system response regulator	Two-component system
PMM0970	353	1010	-1.515 ↓	<i>urtA</i> , Urea ABC transporter, substrate binding protein UrtA	ABC transporters
PMM0444	186	531	-1.514 ↓	<i>ctaE</i> , Cytochrome c oxidase polypeptide III (EC 1.9.3.1)	Oxidative phosphorylation

# Supplementary material for: Gene Expression Patterns during Light and Dark Infection of Prochlorococcus by Cyanophage
**Source:** PLoS One. 2016 Oct 27;11(10):e0165375. doi: 10.1371/journal.pone.0165375
**Supplement:** S5 Table — RPKM-normalized counts and log2(fold change) are given for infected relative to uninfected duplicates (NOISeq) in light (Part A) and dark (Part B). NCBI locus tags for Prochlorococcus MED4 are provided. DEGs listed are those detected by both NOISeq and DESeq2 (S1 Table), with an absolute value of log2(fold change) ≥0.4 and total counts at that time point ≥100. Hypothetical proteins are excluded in Part B.

S5 Table (Part A)

Locus tag	Counts (RPKM)		Fold ch.<br>(log ₂)	Gene name and function	Pathway
	Inf.	Uninf.			
*** Antisense: Light: 0.5 h post-inoculation (phage or spent medium) ***					
PMM1628	2638	1537	0.780 ↑	Possible alpha/beta hydrolase superfamily	(unknown)
PMM1318	2859	4892	-0.775 ↓	FIG00940231: hypothetical protein	(unknown)
PMM1112	1569	2471	-0.655 ↓	FIG00940583: hypothetical protein	(unknown)
N/A	9428	14496	-0.621 ↓	FIG00942324: hypothetical protein	(unknown)
PMM0659	12615	18232	-0.531 ↓	DNA ligase (EC 6.5.1.2)	DNA replication and repair
PMM1439	5579	7850	-0.493 ↓	atpC, ATP synthase epsilon chain (EC 3.6.3.14)	Oxidative phosphorylation
*** Antisense: Light: 1.5 h post-inoculation (phage or spent medium) ***					
PMM1130	471	150	1.648 ↑	Hypothetical protein	(unknown)
PMM0865	994	504	0.979 ↑	FIG00940579: hypothetical protein	(unknown)
N/A	2632	1536	0.777 ↑	FIG00940756: hypothetical protein	(unknown)
*** Antisense: Light: 2.5 h post-inoculation (phage or spent medium) ***					
PMM0223	601	46	3.703 ↑	psbA, Photosystem II protein D1 (PsbA)	Photosynthesis
PMM0906	3525	2171	0.699 ↑	psaK, photosystem I subunit X (PsaK, PsaK1)	Photosynthesis
*** Antisense: Light: 4.5 h post-inoculation (phage or spent medium) ***					
PMM0223	1194	46	4.711 ↑	psbA, Photosystem II protein D1 (PsbA)	Photosynthesis
*** Antisense: Light: 8.5 h post-inoculation (phage or spent medium) ***					
PMM0223	1162	72	4.022 ↑	psbA, Photosystem II protein D1 (PsbA)	Photosynthesis
RNA_4	1185	111	3.413 ↑	tRNA-Ala1, tRNA-Ala-TGC	Protein translation
PMM0154	2485	1302	0.932 ↑	Bacterial regulatory protein, LuxR family	Transcriptional regulation
N/A	89646	251387	-1.488 ↓	Hypothetical protein	(unknown)

S5 Table (Part B)

Locus tag	Counts (RPKM)		Fold ch.<br>(log ₂)	Gene name and function	Pathway
	Inf.	Uninf.			
*** Antisense: Dark: 0.5 h post-inoculation (phage or spent medium) ***					
No differentially expressed genes detected above thresholds					
*** Antisense: Dark: 1.5 h post-inoculation (phage or spent medium) ***					
No differentially expressed genes detected above thresholds					
*** Antisense: Dark: 2.5 h post-inoculation (phage or spent medium) ***					
RNA_4	252	35	2.865 ↑	tRNA-Ala1, tRNA-Ala-TGC	Protein translation
PMM0374	2286	1200	0.930 ↑	Twin-arginine translocation protein TatA	Protein export
PMM0143	14947	10861	0.461 ↑	<i>crtB/pys</i> , Phytoene synthase (EC 2.5.1.32)	Carotenoid biosynthesis
PMM0064	7291	5507	0.405 ↑	<i>hli2</i> , High light inducible protein	Light stress response
PMM1507	16	99	-2.596 ↓	<i>rpsJ</i> , SSU ribosomal protein S10p (S20e)	Ribosome
PMM1199	48	150	-1.652 ↓	Putative glycosyl transferase	Glycosyltransferases
PMM0021	32	94	-1.579 ↓	<i>murB</i> , UDP-N-acetylenolpyruvoylglucosamine reductase	Peptidoglycan biosynthesis
PMM0892	79	199	-1.341 ↓	<i>argC</i> , N-acetyl-gamma-glutamyl-phosphate reductase	Arginine and proline metabolism
PMM0868	41	101	-1.308 ↓	Exoribonuclease II (EC 3.1.13.1)	Nucleases
PMM1625	108	265	-1.293 ↓	<i>ahcY</i> , Adenosylhomocysteinase (EC 3.3.1.1)	Cysteine and methionine metabolism
PMM1705	63	154	-1.289 ↓	<i>aroE</i> , Shikimate 5-dehydrogenase I alpha (EC 1.1.1.25)	Phe, Tyr and Trp biosynthesis
PMM1390	478	1150	-1.266 ↓	<i>hli10</i> , High light inducible protein	Light stress response
PMM0138	105	244	-1.223 ↓	<i>plsC</i> , 1-acyl-sn-glycerol-3-phosphate acyltransferase	Glycerolipid metabolism
PMM1200	96	219	-1.189 ↓	Glycosyl transferase family 2	Glycosyltransferases
PMM1620	158	350	-1.149 ↓	Rod shape-determining protein MreD	Cytoskeleton
PMM0305	343	744	-1.117 ↓	<i>cpeB</i> , Phycocerythrin beta chain, Phycobilisome protein	Photosynthesis - antenna proteins
PMM1444	67	143	-1.107 ↓	Small GTP-binding protein domain	Signal transduction
PMM1589	146	293	-1.006 ↓	<i>purM/purG</i> , Phosphoribosylformylglycinamide cyclo-ligase	Purine metabolism
PMM1254	167	331	-0.990 ↓	Glycosyl transferase, group 2 family protein	Glycosyltransferases
PMM1053	754	1492	-0.985 ↓	5-formyltetrahydrofolate cyclo-ligase (EC 6.3.3.2)	One-carbon pool by folate
PMM0258	174	340	-0.968 ↓	<i>glyA</i> , Serine hydroxymethyltransferase (EC 2.1.2.1)	Glycine, serine and threonine metabolism
PMM0440	157	289	-0.883 ↓	Periplasmic binding protein-like II superfamily	Transport
PMM1126	76	139	-0.871 ↓	Acyltransferase family protein	Cell membrane
PMM0141	220	399	-0.858 ↓	tRNA nucleotidyltransferase, CC-adding (EC 2.7.7.21)	tRNA processing
PMM0043	637	1123	-0.819 ↓	Diflavin flavoprotein SYNW2367	Redox (unknown)
*** Antisense: Dark: 4.5 h post-inoculation (phage or spent medium) ***					
PMM0625	85	279	-1.719 ↓	Tryptophan-rich protein DUF2389, Ssr2843 homolog	(unknown)
PMM1692	38	104	-1.440 ↓	Para-aminobenzoate synthase, aminase component	Folate biosynthesis
PMM0948	27	74	-1.433 ↓	<i>rlmB</i> , 23S rRNA (guanosine-2'-O-) -methyltransferase	rRNA processing
PMM0868	44	118	-1.414 ↓	Exoribonuclease II (EC 3.1.13.1)	Nucleases
PMM0788	85	213	-1.324 ↓	<i>proB</i> , Glutamate 5-kinase (EC 2.7.2.11)	Arginine and proline metabolism
PMM1640	134	322	-1.258 ↓	Acetyltransferase (GNAT) family, Syn7942_2240 homolog	(unknown)
PMM1006	239	553	-1.208 ↓	Glutathione peroxidase (EC 1.11.1.9)	Glutathione metabolism
PMM1138	136	313	-1.202 ↓	GTP-binding and nucleic acid-binding protein YchF	Signal transduction
PMM0882	41	90	-1.134 ↓	<i>uvrC</i> , Excinuclease ABC subunit C	Nucleotide excision repair
PMM1647	166	346	-1.062 ↓	DNA polymerase III delta subunit (EC 2.7.7.7)	DNA replication
PMM1628	857	1655	-0.950 ↓	Possible alpha/beta hydrolase superfamily	(unknown)
*** Antisense: Dark: 8.5 h post-inoculation (phage or spent medium) ***					
PMM1628	1283	2501	-0.963 ↓	Possible alpha/beta hydrolase superfamily	(unknown)

# Supplementary material for: Gene Expression Patterns during Light and Dark Infection of Prochlorococcus by Cyanophage
**Source:** PLoS One. 2016 Oct 27;11(10):e0165375. doi: 10.1371/journal.pone.0165375
**Supplement:** S6 Table — NCBI locus tags for Prochlorococcus MED4 are provided. Hypothetical proteins are included.

**S6 Table**

| Locus tag   | Antisense/Sense | Gene name and function                                                                              |
|-------------|-----------------|-----------------------------------------------------------------------------------------------------|
| PMM1518     | 350.97          | FIG00940570: hypothetical protein                                                                   |
| PMM0661     | 154.70          | Hypothetical protein / 3'-end of class II ribonucleotide reductase NrdJ                             |
| PMM0337     | 84.46           | FIG00941997: hypothetical protein                                                                   |
| PMM1378     | 65.59           | <i>des/yocE</i> , Fatty acid desaturase, type 2                                                     |
| PMED4_15451 | 45.81           | FIG00941715: hypothetical protein                                                                   |
| PMM0220     | 44.29           | Conserved cyanobacterial protein CP12                                                               |
| PMM0855     | 43.13           | FIG00940706: hypothetical protein                                                                   |
| PMM0659     | 35.92           | DNA ligase (EC 6.5.1.2)                                                                             |
| PMM0467     | 33.55           | <i>gmk</i> , Guanylate kinase (EC 2.7.4.8)                                                          |
| PMED4_12831 | 32.57           | Hypothetical protein                                                                                |
| RNA_9       | 32.40           | tRNA-Pro2, tRNA-Pro-TGG                                                                             |
| PMM0014     | 31.95           | tRNA dihydrouridine synthase A                                                                      |
| RNA_22      | 31.15           | tRNA-Ala2, hypothetical protein                                                                     |
| PMM0050     | 27.52           | <i>argJ</i> , Glutamate N-acetyltransferase (EC 2.3.1.35) / N-acetylglutamate synthase (EC 2.3.1.1) |
| PMM1359     | 25.85           | Predicted membrane protein (COG2259)                                                                |
| PMM0350     | 25.82           | Possible TIR domain                                                                                 |
| PMM1058     | 25.19           | <i>petG</i> , Ribosomal RNA small subunit methyltransferase D (EC 2.1.1.-)                          |
| PMM1616     | 23.96           | <i>smpB</i> , tmRNA-binding protein SmpB                                                            |
| PMM0154     | 23.49           | FIG00941193: hypothetical protein                                                                   |
| PMM0852     | 20.94           | FIG00940874: hypothetical protein                                                                   |
| PMM1411     | 17.90           | Hypothetical protein                                                                                |
| PMM0854     | 16.39           | FIG00944560: hypothetical protein / 5'-end of cell division protein FtsH                            |
| PMED4_11021 | 16.28           | 3'-end of conserved hypothetical protein                                                            |
| PMM0267     | 16.03           | Phospholipase/carboxylesterase family protein, sll1284 homolog                                      |
| PMM1651     | 15.71           | tRNA(Ile)-lysine synthetase                                                                         |
| PMM1059     | 14.99           | Ribosomal RNA small subunit methyltransferase D (EC 2.1.1.-)                                        |
| PMM0721     | 14.32           | Possible myosin N-terminal SH3-like domain                                                          |
| N/A         | 14.15           | FIG00941249: hypothetical protein before PMM0810                                                    |
| PMED4_12821 | 13.22           | FIG00942324: hypothetical protein                                                                   |
| PMM1322     | 12.89           | <i>glgX</i> , Glycogen debranching enzyme (EC 3.2.1.-)                                              |
| N/A         | 12.33           | Hypothetical protein between PMM0308 and PMM0309                                                    |
| PMED4_16021 | 11.54           | FIG00944192: hypothetical protein                                                                   |
| PMM0301     | 11.04           | 5'-methylthioadenosine phosphorylase (EC 2.4.2.28)                                                  |
| PMM0928     | 10.46           | Hypothetical protein / 3'-end of preprotein translocase subunit SecF                                |

# Supplementary material for: Gene Expression Patterns during Light and Dark Infection of Prochlorococcus by Cyanophage
**Source:** PLoS One. 2016 Oct 27;11(10):e0165375. doi: 10.1371/journal.pone.0165375
**Supplement:** S7 Table — Previously conducted experiments have examined the transcriptome of Prochlorococcus MED4 under a diel (light–dark) cycle [43], high-light stress [41], low dissolved ammonium and urea (Tolonen et al., Global gene expression of Prochlorococcus ecotypes in response to changes in nitrogen availability. Mol Syst Biol. 2006;2:53), low dissolved phosphate (Martiny et al., Phosphate acquisition genes in Prochlorococcus ecotypes: Evidence for genome-wide adaptation. Proc Natl Acad Sci USA. 2006;103(33):12552–12557), low dissolved iron [42], low dissolved inorganic carbon [57], and infection by podovirus P-SSP7 in continuous light [21]. Experiments presented here examined the transcriptome of Prochlorococcus MED4 under infection by myovirus P-HM2 in continuous light or following a shift to dark. Plus and minus signs indicate transcripts enriched or diminished in the respective treatment. Brackets around signs indicate transcripts detected as enriched or diminished by only one of NOISeq or DESeq2.

S7 Table

MED4 PMM number	Gene name	Diel cycle [83]		Physicochemical stressors					Phage infection		
		Expr. cluster	Max. mRNA	High [60] light	–N [84]	–P [44]	–Fe [70]	–CO ₂ [5] (–O ₂)	P-SSP7 [40] Light	P-HM2 Light	P-HM2 Dark
PMM0093	<i>hli01</i>	1	16:00							[–]	[–]
PMM0064	<i>hli02</i>	12	4:00								[–]
PMM1482	<i>hli03</i>	9	0:00			+		–			[–]
PMM1118	<i>hli04</i>	10	1:00	+			+	+			
PMM1404	<i>hli05</i>	17	17:00	+			+	+		+	[–]
PMM0818/PMM1399	<i>hli06/hli16</i>	10	1:00	+			+	+	+	+	[+]
PMM0817/PMM1398	<i>hli07/hli17</i>	10	1:00	+			+	+	+	+	[+]
PMM0816/PMM1397	<i>hli08/hli18</i>	10	2:00	+			+	+	+	[+]	
PMM0815/PMM1396	<i>hli09/hli19</i>	10	2:00	+			+	+	+	+	
PMM1390	<i>hli10</i>	4	16:00		+			+			[–]
PMM1385	<i>hli11</i>	8	22:00	+				+		+	
PMM1384	<i>hli12</i>	8	23:00	+				+		[–]	
PMM1317	<i>hli13</i>	3	12:00							[–]	
PMM1135	<i>hli14</i>	10	1:00	+			+	+	+	+	[–]
PMM1128	<i>hli15</i>	17	8:00	+	+			(+)			[–]
PMM0471	<i>hli20</i>	5	16:00								
PMM0690	<i>hli21</i>	17	4:00	+	+			+			
PMM0689	<i>hli22</i>	11	0:00	+	+			+			–

How the deposited data were processed for this re-analysis (not part of the article)

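Prochlorococcus MED4 cultures were infected with cyanophage P-HM2 or left uninfected, in light or in dark, and sampled at 5 time points from 0.5 h to 8.5 h. Each combination of infection and light had 2 bottles, which were sampled at every time point, and strand-specific RNA sequencing gave 40 libraries in 20 groups of 2. The light and dark experiments were run on separate days. Groups were taken from the sample labels. Bottles of different conditions share only a replicate number, so they were treated as independent. Each fit of a single time point holds 1 library per bottle, while the single fit of all 40 libraries treats repeated samples of a bottle as independent.

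The deposited tables hold raw counts of reads per feature, sense and antisense, for host and phage together. To make these counts before deposit, the authors aligned the reads with BWA to the MED4 and P-HM2 genomes and counted perfect alignments with SAMtools and pysam, with a pair in the same gene counted once. Versions of these tools are not given in the sources used here. The tables list 2015 host features, of which 1781 carry a locus tag, and 65 locus tags stand on more than 1 feature (137 features). Features were therefore handled by position. The 16S and 23S rRNA features, on average 14.4% of a library, were left out.

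Total counts had a median of 2761051 per library. The counting error of a phage share at this depth is far smaller than the spread between 2 bottles. Host features compete with phage for depth in light infection, and features with low counts carry wide errors. A feature was tested when its mean reached 5 cpm, or for phage genes 5 counts, in 1 of the groups.

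RPKM of a host feature was its sense count per kilobase, scaled to the host sense total without 16S and 23S rRNA. RPKM of a phage gene was scaled to phage plus host sense counts. Antisense RPKM was scaled to the host antisense total, except in the ratio of antisense to sense, where both strands share the sense total. Values scaled in this way sum to more than the nominal total, because long and short features weigh differently.

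Each time point was fitted separately in R 4.3.3 with edgeR 4.0.16, using TMM factors from host sense counts, quasi-likelihood tests and Benjamini-Hochberg adjustment. Infection was tested within light and within dark, dark against light within uninfected and within infected cells, and the difference of the infection effects as an interaction over 8 libraries. Antisense counts were tested in the same way with their own factors, and phage counts alone for genes that took another part of the phage transcripts in light than in dark. A feature was called at an adjusted p under 0.2, an absolute log2 change of at least 0.4 (1.5 between dark and light) and a sum of the 2 mean RPKM values of at least 500 (100 for antisense). For the interaction either light or dark had to reach this sum, and phage genes had no such minimum. These are the limits in the text of the paper's methods. The authors also required a call by NOISeq, and S1 Table gives an absolute log2 change above 0.5 for DESeq2 and a cv.cutoff of 10 for the filter, which were not used here. Counts at an adjusted p under 0.05 are given beside them. The standard error is the log2 change divided by the square root of the F statistic. It draws on spread shared across genes and can be narrower than the spread of a gene's own bottles.

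Phage genes were clustered with cluster 2.1.8.1, by partitioning around medoids with k = 5 on symmetrised Kullback-Leibler distances between time profiles. Shares of single libraries carry Wilson 95% intervals. Tables and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

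The tests, the limits, the alternatives, the rule for named genes and 33 gene lists were set before the data were examined. Genes named are those the paper's sentence names, the 5 highest and 5 lowest called genes of a time point whose bottles do not overlap and whose product is not hypothetical, up to 4 members of each list with the smallest p, and for the phage the 10 AMGs of Fig 1 and the 10 most abundant genes of each time point. Values in the supplementary tables had been seen when this rule was written. The lists cover hli genes, photosystems II and I, cytochrome b6f and carriers, terminal oxidases, NAD(P)H dehydrogenase, ATP synthase, the Calvin cycle, carboxysome, pentose phosphate pathway, host cp12, ribosomal proteins, tRNAs, cell division, nucleotide biosynthesis, sigma factors, RNA polymerase core, chaperones and proteases, nitrogen, phosphorus, iron, porins, pigments, DNA replication and repair, glycogen and sucrose, circadian clock, and for the phage the AMGs, structure and packaging, replication and recombination, late transcription and the early, middle and late classes of S2 Table. Host cp12 has no locus tag in the count tables and was not analysed here.

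Alternatives were DESeq2 1.42.0 with its size factors, total-count scaling, no low-count filter, an adjusted p under 0.05, no RPKM minimum, all 40 libraries in a single fit, the replicate number as a block, and each library left out in turn. For the phage they were other totals and averages, background subtraction, other clusterings and ranks by counts. A fit that leaves 1 bottle in a group assumes that it varies like the bottles of the other groups. It also holds fewer libraries, which can end a call while the value hardly moves. Other settings were added after the data were seen: the mean and the median over genes of each gene's ratio of light to dark, an antisense ratio with 1 count added to each strand, and antisense RPKM scaled to antisense counts.

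Tests of infection, antisense, phage counts and dark against light in uninfected cells were run on simulated data at selected time points. In each host comparison 200 genes were changed, and for the phage 20 at each size, at the depth and spread of the real libraries. The simulated calls had no RPKM minimum, and those between dark and light did not need the larger log2 limit. The interaction was not simulated. The error rates of interaction calls and of calls between dark and light at the larger limit are therefore not known from simulation. At the spread of light infection at 8.5 h, 47.8% of changes of log2 0.5 and 85.1% of changes of log2 1 were found, and 19.8% of the calls were unchanged genes. Intergenic counts and reads of the 2 rRNA features were not analysed here.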

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

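No test in this part was chosen after its result was seen. The infection effect differed between light and dark, by edgeR's interaction test over 8 libraries, for 32 host features at 0.5 h, 243 at 2.5 h, 97 at 4.5 h and 63 at 8.5 h. Leaving out 1 bottle changed these numbers. At 0.5 h they ranged from 2 (without uninfected light replicate 1 or infected light replicate 2) to 83 (without uninfected light replicate 2), and at 2.5 h from 26 (without uninfected light replicate 1) to 342 (without uninfected dark replicate 2). At 4.5 h they ranged from 2 (without either uninfected light bottle) to 239 (without uninfected dark replicate 1), and at 8.5 h from 0 (without infected dark replicate 1) to 145 (without infected dark replicate 2).

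Single genes that the paper discusses stood out by the same test. The COX subunit VIb-like gene PMM0814 differed by a log2 value of 0.87 at 2.5 h, a call lost without uninfected light replicate 1 (0.60), and by 0.95 at 4.5 h, lost without uninfected light replicate 1 (1.02) or 2 (0.87), infected dark replicate 1 (0.84) or infected light replicate 2 (0.85). The type-6 sigma factor PMM1629 differed by 0.71 at 0.5 h and 0.44 at 2.5 h, and neither was called by DESeq2 (0.72 and 0.42) or without uninfected light replicate 1 (0.44 and 0.56), infected dark replicate 1 (0.65 and 0.36) or replicate 2 (0.77 and 0.54), or infected light replicate 1 (0.71 and 0.41) or replicate 2 (0.71 and 0.48). The second was also lost without uninfected dark replicate 2 (0.27) or uninfected light replicate 2 (0.34). PTOX (PMM0336) differed by 1.73 at 0.5 h, a call lost with DESeq2 (1.68) and without uninfected light replicate 1 (1.20), infected light replicate 2 (1.23) or infected dark replicate 1 (1.72) or 2 (1.73). The difference of hli11 at 0.5 h (1.47) held without any single bottle and with DESeq2. At 8.5 h it was -0.70, lost with DESeq2 (-0.69), with total-count scaling (-0.59) and without uninfected light replicate 1 (-0.74) or 2 (-0.59), uninfected dark replicate 2 (-0.43), infected dark replicate 1 (-0.88) or 2 (-0.48) or infected light replicate 2 (-0.55). Bottles that end the calls of amt1 at 2.5 h (-0.65) and psbK at 4.5 h (0.84) and 8.5 h (0.72) are given at the claims.

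Phage counts in 2 uninfected dark libraries stood out from the other uninfected libraries, which held 49 to 173: replicate 1 at 0.5 h held 874 and replicate 2 at 2.5 h held 437. Barcode misassignment within the shared lane would bring the mixture of the infected libraries together, with 10.7% early genes, and the 0.5 h library had 77.1% (Wilson 95% interval 74.2 to 79.8), which argues against it as the whole cause there, while the 2.5 h library had 11.4% (8.79 to 14.8), which leaves it open. RNA or phage from an infected dark bottle of the same time would bring 95.2% or 96.5% early genes at 0.5 h, which argues against it as the whole cause there, and 5.06% or 5.66% at 2.5 h, outside the interval by less than the bound of 10 points set for that test. A mixture of sources was not tested and stays open. No biological explanation was tested.

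The paper reports antisense transcripts of host genes only. On phage genes, the 10 infected light libraries together held 294488 antisense counts and the 10 infected dark libraries 10722. As a share of phage counts on both strands, antisense counts had a mean of 4.00% per library in light and 3.90% in dark over all time points. The share changed with time. At 0.5 h the mean of 2 bottles was 7.02% in light and 7.81% in dark, and at 8.5 h it was 3.09% and 2.06%. By library the lowest antisense counts were 78 and 86, in dark at 8.5 h, and uninfected libraries held 0 to 51 each.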

How the results depend on the processing

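The mean and the median over genes of each gene's ratio, the antisense ratio with 1 count added and antisense RPKM scaled to antisense counts were tests chosen only after the result was seen. No call for a named gene changed direction, but with total-count scaling most calls in dark infection were lower where most had been higher (76.6% to 1.26% higher at 2.5 h, 72.6% to 10.4% at 4.5 h, 58.3% to 28.2% at 8.5 h), and the median phage gene at 1.5 h went from 0.08 to -0.16. Where a setting ended a call or moved a value the cause was not tested unless given. Of 327 results for named genes, 2899 values under the alternatives kept their side of the limits, all with the same direction except PMM1400 (0.38) and groES (0.01) in dark at 4.5 h without uninfected replicate 2, which were not called, 902 no longer passed and 76 passed only there. Of 138 infection calls for named genes, DESeq2 did not call 50, total-count scaling 41, the single fit of all 40 libraries 43 and the low-count setting 3. Of 87 calls between dark and light they did not call 2, 4, 2 and 0. Of 70 calls for light minus dark they did not call 28, 29, 22 and 1. An adjusted p under 0.05 calls fewer genes by construction (83 of the infection calls, 50 of those for light minus dark and none of those between dark and light ended).

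DESeq2 called 30, 42, 15, 1 and 22 features in light infection from 0.5 h to 8.5 h, 2 and 16 in dark infection at 0.5 h and 8.5 h, and 25 in both regimes. It called 7 and 26 for light minus dark at 0.5 h and 8.5 h, 20 phage genes at 0.5 h, and 9 antisense features in light and 44 in dark. At an adjusted p under 0.05 there were 110 features in a single regime and 11 in both, 31, 34, 2, 16 and 6 in light infection, 39, 4 and 24 in dark infection from 2.5 h to 8.5 h, and 3, 57, 4 and 25 for light minus dark at 0.5 h, 2.5 h, 4.5 h and 8.5 h. Phage genes came to 23 at 0.5 h and 28 at 8.5 h, and antisense features to 37 in light and 45 in dark.

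In the single fit of all 40 libraries light infection had 37, 35, 10 and 2 features from 0.5 h to 4.5 h, dark infection 183 and 27 at 4.5 h and 8.5 h, light minus dark 11, 27, 242 and 27 at 0.5 h, 1.5 h, 4.5 h and 8.5 h, and antisense in light 35. With total-count scaling dark infection had 239 and 115 at 2.5 h and 4.5 h, light infection 1 and 79 at 4.5 h and 8.5 h, light minus dark 17 and 15 at 0.5 h and 8.5 h, dark against light in infected cells 1 and 4 at 1.5 h and 2.5 h, phage genes 76 at 0.5 h and antisense in dark 421. With no RPKM minimum light infection had 133, 158 and 81 at 0.5 h, 1.5 h and 4.5 h, dark infection 340 and light minus dark 468 at 2.5 h, and dark against light 1 and 90 in uninfected cells at 0.5 h and 8.5 h and 8, 9, 40 and 96 in infected cells from 1.5 h on. With no low-count filter 58 phage genes passed at 0.5 h.

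The replicate numbers do not pair the bottles, and with the number as a block dark infection had 10, 37 and 175 features at 0.5 h, 1.5 h and 4.5 h, light infection 0, 24 and 116 at 1.5 h, 4.5 h and 8.5 h, light minus dark 64, 59, 195 and 118 at 0.5 h, 1.5 h, 4.5 h and 8.5 h, and phage genes 20 and 34 at 0.5 h and 8.5 h.

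The phage share in light with rRNA included was 2.73%, 21.1%, 42.7%, 63.7% and 65.5%, and 1.20% in dark at 0.5 h, since rRNA enlarges the total. With antisense counts it was 22.0%, 44.1% and 66.4% in light from 1.5 h to 4.5 h. The ratio of light to dark was 6.15, 16.1, 37.6, 53.9 and 601 as the median over genes, 5.53, 24.9, 45.0, 63.0 and 659.6 as the mean of each gene's ratio, 4.28, 16.5, 34.0, 49.5 and 485.6 as the median of each gene's ratio, and 296 as the ratio of shares at 8.5 h. By counts the median rank of AMGs in light was 60.5, 44.5, 29.5, 33.5 and 32.5. The share of genes in the same timing class was 97.1% with k = 3 and 76.9% with hierarchical clustering. The correlation of dark to light changes above the RPKM minimum was 0.661 at 0.5 h, 0.759 at 4.5 h and 0.908 at 8.5 h. With antisense RPKM scaled to antisense counts 244 features exceeded a ratio of 10.

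Without single bottles, from 0.5 h to 8.5 h, the phage share ranged over 3.68 to 4.42%, 23.2 to 23.8%, 45.4 to 46.9%, 67.3 to 69.1% and 69.0 to 72.4% in light and 1.74 to 2.08%, 1.14 to 1.39%, 1.36 to 1.87%, 1.67 to 2.28% and 0.199 to 0.279% in dark. The ratio ranged over 1.80 to 2.19, 17.7 to 21.8, 26.1 to 34.2, 27.1 to 36.9 and 211 to 284, the AMG rank over 58 to 59, 69.5 to 71, 65 to 66, 75.5 to 82.5 and 61 to 61.5, and the timing share over 92.1 to 94.2%. Called features in light infection ranged over 28 to 142, 5 to 147, 0 to 101, 0 to 103 and 3 to 169, in dark infection over 0 to 10, 0 to 40, 19 to 274, 1 to 197 and 1 to 101, and for light minus dark over 2 to 83, 0 to 40, 26 to 342, 2 to 239 and 0 to 145. Dark against light ranged over 0 to 1, 1 to 9, 6 to 7, 27 to 44 and 52 to 60 in uninfected and 12 to 18, 2 to 3, 1 to 9, 18 to 26 and 46 to 57 in infected cells. Phage genes ranged over 24 to 40, 75 to 88, 84 to 126, 117 to 124 and 21 to 51, antisense features over 65 to 182 in light and 37 to 211 in dark. A group left with 1 bottle is assumed to vary like the others.

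Background subtraction, Euclidean distance, the classes of S2 Table and the median over libraries of the antisense ratio left the summary values they were run on within their limits. Low counts limit the phage values of many genes in dark. At 0.5 h 142 of 242 phage genes had counts in dark, where the 2 libraries held 20306 and 28040 phage sense counts. At 8.5 h 220 genes had counts, where the libraries held 3845 and 3947.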

Differences from the paper's values

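The ratio of the mean phage RPKM in light to that in dark was 1.98 at 0.5 h, where the paper's value is 3. Of the alternatives set before the data were examined, the ratio of phage shares (2.12) and the values without light replicate 2 (2.16) or dark replicate 2 (2.19) lay within 1.5 times the paper's value. The median over genes (6.15), background subtraction (2.00) and the values without light replicate 1 (1.80) or dark replicate 1 (1.81) did not, nor did the mean over genes of each gene's ratio (5.53). The median over genes of each gene's ratio (4.28) did, and both were chosen after seeing the values.

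At 8.5 h the ratio was 242.1, where the paper's value is 465. Of the same alternatives the median over genes (601) lay within 1.5 times the paper's value, and the ratio of shares (296), background subtraction (245) and the values without single bottles (211 to 284) did not. The mean (659.6) and the median (485.6) over genes of each gene's ratio, chosen after seeing the values, lay within that limit. The median, which gave 34.0 at 2.5 h where the paper's value is 35, was within it at all 3 times. Both leave out the genes without counts in dark, and were taken over 142 of 242 genes at 0.5 h, 240 at 2.5 h and 220 at 8.5 h. As these ratios carry no calls, neither drops any of the paper's called items.

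All 229 log2 ratios of mean RPKM compared with S3, S4 and S5 Tables differed from the paper by 0.000582 or less. S6 Table has 34 entries. The 19 antisense ratios compared with it all lay within 1.5 times the paper's value, the furthest being PMM1359 (17.9, where the paper has 25.85). The ratio of PMM1359 passed the limit only as the median over libraries (15.9). Not among the 19, and outside the limit, were the features tagged PMM0661 (0.0252, paper 154.7), PMM0928 (0.719, paper 10.46) and PMM1058 (15.1, paper 25.19). The table describes the first 2 as hypothetical proteins at the 3'-end of a gene, while these tags stand on nrdJ and secF here. With 1 count added to each strand, chosen after the data were seen, PMM1359 was at 26.5 and PMM1518 at 352.3. The highest ratio in S6 Table is 350.97 (PMM1518, here 299), and the features MED4-1227 (16430.6), MED4-0362 (1884) and MED4-0703 (954), with 44, 147 and 35 sense counts, exceed every entry of the table. The largest infection effect was 3.16 times, that of hli11, also the largest rise in S3 Table, and lies close to the paper's value of about 3. Without the RPKM minimum, which the paper applied, it was 6.32 times.

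At the limits of adjusted p, log2 change and RPKM in the text of the paper's methods, without NOISeq and on the TMM scale, 10 of 72 entries of S3 Table were not called. DESeq2 called 2 of these (PMM1121 and PMM0263), total-count scaling 9, the replicate block 8 and all 40 libraries in a single fit 9. Of 105 entries of S4 Table 22 were not called. Total-count scaling and a log2 limit of 0.4 each called all 22, the block 2 (PMM0387 and PMM0577) and the single fit 1 (PMM0577). Of 53 entries of S5 Table 9 were not called, of which total-count scaling called 7, no low-count filter 3, the block 5 and the single fit 4.

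The paper states that a handful of host genes changed in both light and dark infection. Here 73 features were called in both, 25 with DESeq2 and 11 at an adjusted p under 0.05. The share called in a single regime was 80.3%, and 89.9% with DESeq2. Independent lists of the same sizes drawn from all tested features would share 24.7 features, and 8.39 with DESeq2. Both numbers are too low, because only features above the RPKM minimum could be called. Without hypothetical proteins, which the paper's table leaves out, 44 features were called in both, 17 with DESeq2 and 8 at an adjusted p under 0.05, and the share in a single regime was 81.7%, 90.7% and 89.6%.

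The paper gives host psbA as enriched in light and not in dark. It was also called in dark at 2.5 h (0.56), as it was with DESeq2 (0.58) and not with total-count scaling (0.21). The paper gives amt1, porins and tRNAs as enriched in dark alone. In light, amt1 was called at 8.5 h (0.42) and tRNA-Ile-GAT at 0.5 h (0.41), neither of them by DESeq2, and the porin gene som (PMM1121) at 8.5 h (0.73), also by DESeq2. The paper states that infection induced hli genes in light alone. In dark at 2.5 h 5 hli features were called higher and 1 lower, where DESeq2 called 1 and 1, and total-count scaling none and 3. At 8.5 h hli12 (0.46) and hli11 (0.43) were called higher in dark. Both calls ended with DESeq2, with total-count scaling (0.36 and 0.33) and without uninfected replicate 2 (0.10 and 0.16) or infected replicate 2 (0.30 and 0.18), and the changes were larger without uninfected replicate 1 (0.95 and 0.76) or infected replicate 1 (0.62 and 0.65). The paper sets hli22 apart from the hli genes enriched in light, and a feature with its tag was called higher there at 1.5 h (0.51), though not by DESeq2.

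The paper does not count PTOX (PMM0336) as changed in dark but describes a later increase. The increase passed at 2.5 h (1.18, adjusted p = 0.0128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.5 h (1.23, 0.0444), with an RPKM sum below the minimum. The paper describes gap2 and prk as diminished early in light infection. At 1.5 h gap2 (-0.30) and prk (-0.27) had that direction and did not pass, and prk passed at 8.5 h (-0.47). The paper gives FNR as the most diminished host gene in light. The hypothetical feature MED4-0742 lay lower at 1.5 h (-1.30) and 8.5 h (-1.29), where FNR (PMM1402) was at -1.13, and FNR was the lowest called feature with a known product at any time. The paper describes rpoD transcripts as enriched in light and depleted in dark, and its results state this for infection. There the rpoD-like gene PMM1629 was called in the paper's directions, higher in light at 0.5 h and lower in dark at 8.5 h. The change from light to dark is another comparison. By it PMM1629 was higher in dark at 8.5 h in uninfected (1.27) and infected cells (0.76). PMM0577 (-3.00), PMM1289 (-3.31) and PMM1697 (-1.40) were lower.

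The paper ranks the middle phage genes as the most responsive to light. With the classes of S2 Table in light, the ratio of light to dark by class mean RPKM was higher for early than for middle genes from 1.5 h on (80.5 against 29.7 at 4.5 h). By class median it was also higher for early genes at 1.5 h, 2.5 h and 4.5 h (105.7 against 61.9 at 4.5 h). It was higher for middle genes at 8.5 h (822 against 346) and at 0.5 h (7.84 against 1.94, and 5.67 against 1.85 by class mean). With the table's classes in dark, the ratio of class means at 8.5 h was higher for middle genes (6995 in light and 11.0 in dark) than for early genes (4091 and 14.4). The paper states that in dark the middle genes declined after the 1.5 h sample and the late genes became the most abundant. With the classes of S2 Table in light, the middle mean in dark grew to 314 at 4.5 h, above the late mean (104). The middle median was 86.3 at 1.5 h, 95.2 at 2.5 h and 74.7 at 4.5 h. With the table's classes in dark, the late mean was higher at 4.5 h (358 against 155) and 8.5 h (59.2 against 11.0), as the paper has it. The middle mean was 187 ± 26.7 (SD, n = 2 bottles) at 1.5 h and 206 ± 49.0 at 2.5 h, a difference within the spread, before it declined. The paper's text places the peaks of early, middle and late genes at 0.5 h, 2.5 h and 4.5 h, and its Table 1 that of early genes in light at 1.5 h. By RPKM in light 10 of 20 early genes peaked at 1.5 h and 8 at 0.5 h, 99 of 137 middle genes at 4.5 h and 76 of 85 late genes at 8.5 h. By share of phage counts 19 early genes peaked at 0.5 h, 55 middle genes at 2.5 h, 40 at 1.5 h and 34 at 4.5 h, and 66 late genes at 8.5 h and 19 at 4.5 h.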

Other observations

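The totals over the infection comparisons and the alternatives for list members and phage lists were tests chosen only after the result was seen, and the other tests were not. The values for gene lists compare dark with light at 8.5 h by edgeR, at a log2 limit of 0.4, and day differs together with light. Of 33 nucleotide synthesis genes 5 were lower in dark in uninfected cells, among them thyX (-2.02), dcd (-2.53) and the ribonucleotide reductase gene nrdJ (-1.90), and in infected cells 5 were lower and 2 higher (7 lower with total-count scaling). Of 19 nitrogen genes 4 were lower in uninfected cells (urtA -1.72, glnA -1.49) and 3 in infected cells, under each scaling. Of 32 genes of DNA replication and repair 4 were lower (gyrA -0.90, recA -0.83), and 2 in infected cells (4 with total-count scaling). In the glycogen and sucrose list of 11 genes, sps for sucrose synthesis was lower (-2.55 in uninfected, -2.61 in infected cells), and glgA (1.14, 0.96) and glgC (1.04, 1.07) for glycogen synthesis were higher. Of 3 clock genes rpaA was lower (-1.32, -1.22) and kaiB higher (0.55, 0.81), the latter in uninfected cells not with total-count scaling. Of 3 carboxysome genes csoS1 (1.40, 1.53) and csoS2 (1.19, 1.26) were higher under each scaling.

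Other lists had members on both sides in uninfected cells. Of 27 pigment genes 5 were higher (pcyA 1.70) and 4 lower (chlN -1.22), and 3 and 4 with total-count scaling. Of 14 cell division genes 3 were higher and 3 lower, of 5 sigma factors 1 and 3, and of 5 RNA polymerase core genes 1 and 3 (0 and 3 with total-count scaling). Of 19 chaperone and protease genes 1 was higher (clpS 1.27) and 6 lower (clpX -1.42), with 12 lower under total-count scaling. Of 13 NAD(P)H dehydrogenase genes 2 were higher (ndhB 1.02) and 3 lower, and of 14 genes of cytochrome b6f and carriers 4 and 4 (3 and 5 with total-count scaling). In the phosphorus list of 7 genes phoH was higher (0.57), but not with total-count scaling. Of 2 iron genes fur was lower (-0.40), not with DESeq2. Of 3 porin genes 1 was lower with total-count scaling only.

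Over the 10 infection comparisons, edgeR and DESeq2 called no gene of the NAD(P)H dehydrogenase list, while 17 of 130 tests had an unadjusted p under 0.05 and total-count scaling called 6. They called none of the glycogen and sucrose list (10 of 110 unadjusted, 2 with total-count scaling), the clock list (2 of 30) or the RNA polymerase core list (8 of 50), and total-count scaling called none of the last 2. In infection phoH rose in light at 1.5 h (0.45), not with DESeq2, and csoS1 rose in dark at 2.5 h (0.46), not with total-count scaling. In the iron list isiB rose in dark at 2.5 h (0.50) and fell in light at 4.5 h (-0.45) and 8.5 h (-0.57), and only the last was called both by DESeq2 and with total-count scaling. Each of these calls ended without at least 1 of the single bottles. As parts of phage counts, 17 of 26 structure and packaging genes were lower in light than in dark at 4.5 h and none higher, but 3 lower and 5 higher with total-count scaling. At 8.5 h 7 of 14 replication and recombination genes were higher and 1 lower (13 and 1 with total-count scaling), and the 89 phage genes called at that time fell to between 21 and 51 without single bottles. Of the 2 late transcription genes gp33 was lower in light at 1.5 h (-0.45) and gp55 higher at 8.5 h (0.75), the latter not with DESeq2.

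Host psbA gained sense and antisense counts in light infection, and a candidate explanation is that reads of phage psbA align to host psbA. Such reads would add the same number per phage psbA count on both strands. The gain per phage count on the sense strand over that on the antisense strand was 0.605 at 2.5 h, 0.288 at 4.5 h and 0.338 at 8.5 h, within a factor of 2 at the first time and outside it at the others. The prediction named all 3 times on either side, so that misaligned reads and a change of the host gene cannot be told apart.

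S6 Table lists antisense transcripts opposite a feature it names CP12, which carries no locus tag in the counts, and a candidate explanation is that the feature is annotated on the strand opposite to the gene. The test looked for a single feature without a tag whose ratio of antisense to sense equals the table's within 5%. The nearest, MED4-0229 (214575 to 214703), had a ratio of 40.0, 9.76% from the table, and the next was 21.9% off. That limit was too narrow, since 23 features with a tag differed from the table by a median of 8.63%, and the explanations cannot be told apart.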
